# miR-335-3p attenuates transforming growth factor beta 1-induced fibrosis by suppressing Thrombospondin 1

**DOI:** 10.1371/journal.pone.0311594

**Published:** 2024-10-07

**Authors:** Dong-Hee Han, Min Kyoung Shin, Jung-Suk Sung, Min Kim

## Abstract

Pulmonary fibrosis is characterized by excessive extracellular matrix (ECM) accumulation caused by detrimental stimuli. The progressive impairment in lung functions is chronic and highly fatal, presenting itself as a global health challenge. Because of the lack of efficacious treatments, the underlying mechanism should be investigated. The progression of fibrosis involves transforming growth factor-beta 1 (TGF-β1), which accelerates ECM production via epithelial–mesenchymal transition and cell invasion. As microRNAs (miRNAs) serve as regulators of disease development and progression, this study aimed to investigate the interaction of miRNAs and target genes that could contribute to pulmonary fibrosis when exposed to TGF-β1. Differentially expressed mRNA and miRNA were identified in respiratory epithelial cells via transcriptome analysis by using the constructed TGF-β1-induced fibrosis model. Our results revealed a significant increase in the expression of thrombospondin 1 (THBS1), which participates in TGF-β1 activation, where THBS1 was identified as a core gene in protein interactions analyzed through bioinformatics. The expression of miR-335-3p, which targets 3ʹ-UTR of THBS1, substantially decreased upon TGF-β1 treatment. The TGF-β1 downstream signal was suppressed by inhibiting the interaction between TGF-β1 and THBS1, consequently alleviating fibrosis. When the miR-335-3p mimic was transfected in TGF-β1-treated respiratory epithelial cells, THBS1 and fibrosis markers were downregulated, while the introduction of miR-335-3p inhibitor exhibited a reverse phenomenon. Our findings demonstrated that TGF-β1 exposure to respiratory epithelial cells led to a decrease in miR-335-3p expression, resulting in the upregulation of THBS1 and ultimately exacerbating fibrosis. This study provides insights into TGF-β1-induced pulmonary fibrosis, suggesting new therapeutic targets and mechanisms.

## Introduction

Pulmonary fibrosis, which is characterized by the excessive deposition of extracellular matrix (ECM), is a reparative response to tissue damage that results in a chronic decline in organ function [1]. This pathological condition is induced by various factors, such as drug-induced injury, traumatic injury, and infection; it remains a substantial global health challenge [2,3]. Among various organ fibrosis, pulmonary fibrosis is extensively studied because of its life-threatening nature, and patients have an average life expectancy of fewer than 5 years after diagnosis if they are left untreated [4,5]. More than 40,000 new cases of pulmonary fibrosis are diagnosed annually, which is expected to further exacerbate as the elderly population increases worldwide [6]. Additionally, pulmonary fibrosis is associated with other severe diseases, such as emphysema, pulmonary hypertension, and lung cancer, thus prompting comprehensive investigations into its fundamental mechanisms [7–9]. Despite the diverse research efforts, effective therapies for the complete resolution of pulmonary fibrosis are lacking because the exact etiology remains unclear [10–12]. Hence, in-depth research should be performed to identify the fundamental molecular mechanisms that modulate pulmonary fibrosis.

Transforming growth factor-beta 1 (TGF-β1) has raised much attention in fibrosis research because it has been identified as a key factor in the progression of fibrosis [1,13,14]. TGF-β1 is a major regulator of various cellular processes, including cell development, differentiation, recovery, and epithelial–mesenchymal transition (EMT), where it activates intracellular signaling through transforming growth factor β receptor (TβR) and SMAD3 protein [15,16]. Severe tissue stimulation and damage can lead to abnormal expression and increased activation of TGF-β1. In turn, these phenomena induce the differentiation of epithelial cells into mesenchymal cells and fibroblasts via downstream signals; as a result, ECM proteins, such as fibronectin and collagen, excessively accumulate [17,18]. Therefore, determining how TGF-β1 is regulated and activated in fibrosis can contribute to developing treatments for fibrosis.

Thrombospondin 1 (THBS1), one of the evolutionarily conserved secreted proteins, plays various roles, including fibrous tissue connection and vascular regeneration [19,20]. It has several binding sites and can activate various factors, such as fibronectin 1, TGF-β1, and Cluster of Differentiation 47 [21]. It can bind to latent TGF-β1 and convert latent TGF-β1 into active TGF-β1, thereby participating in TGF-β1 signaling activity [22]. Therefore, THBS1 is a potentially important target in TGF-β1-induced fibrosis, and elucidating the THBS1/TGF-β1 regulatory mechanism may contribute to fibrosis treatment [23].

MicroRNAs (miRNAs) are a class of 18–22 nt long RNAs expressed in various species and have a critical regulatory role in a wide range of biological processes [24,25]. By binding to the 3ʹ-untranslated region (UTR) of mRNA, miRNAs can inhibit protein expression in a post-transcriptional manner, causing mRNA degradation or translation suppression [26,27]. Given that miRNAs with protein-regulating functions can act as crucial mediators in disease development, they can be utilized as targets for pulmonary fibrosis [28]. For example, miR-301a targets tuberous sclerosis 1 (TSC1) and induces fibrosis by activating the TSC1/mammalian target of rapamycin (mTOR) signaling [29–32]. Cong-Jie Wang and their colleagues [32] showed that miR-184 can inhibit fibrosis by regulating the TGF-β1-phosphoinositide 3-kinase (PI3K)-protein kinase B (Akt) pathway and targeting mothers against decapentaplegic homolog (SMAD) 2 and Akt.

Previous studies suggested that pulmonary fibrosis may be induced by interactions between TGF-β1 and various factors. Since the dysregulation of gene expression caused by miRNAs can cause the onset of certain diseases, the correlation between miRNAs and specific diseases should be analyzed. Therefore, our study aims to identify the underlying mechanism by which miRNA regulates TGF-β1-induced fibrosis through transcriptome and experimental analysis.

## Material and methods

### Cell culture and treatment

Human lung adenocarcinoma cells (A549) and human bronchial epithelial cells (BEAS-2B) were acquired from the American Type Culture Collection (ATCC, Manassas, VA, USA). The cells were cultured in Roswell Park Memorial Institute Medium (RPMI 1640, Welgene, Daegu, Republic of Korea) supplemented with 10% fetal bovine serum (FBS, Gibco, Grand Island, NY, USA), 100 U/mL penicillin and streptomycin (Welgene, Daegu, Republic of Korea), and 1 mM sodium pyruvate (Welgene, Daegu, Republic of Korea) in a humidified incubator with 5% CO_2_ at 37°C. The cells were initially cultured in 150 mm^2^ dishes; upon reaching 80% confluency, they were seeded into 6-well plates at a density of 20 × 10^4^ cells per well for experimentation. TGF-β1 was purchased from Sigma-Aldrich and stored at -80°C for further use. Various TGF-β1 concentrations (0.1–10 ng/mL) were administered for 2 days after the cells stabilized for 24 h to construct the fibrosis model. For analysis, miRNA mimics and inhibitors were transfected into TGF-β1-treated and untreated groups for 48 h. A THBS1 inhibitor LSKL (MedChemExpress USA, Middlesex, NJ, USA) was simultaneously added at 20 μM in the TGF-β1-treated and untreated groups and cultured for 48 h.

### Cell viability assay

The cell survival rate was determined to assess the toxic effect of TGF-β1 on cells. A549 and BEAS-2B cells were seeded into a 96-well plate at a density of 1 × 10^4^ cells/well. After 48 h of treatment with TGF-β1, the culture medium was aspirated, and the cells were incubated with RPMI 1640 medium containing Quanti-Max WST-8 Cell Viability Assay Solution (WST-8 Solution, Biomax, Seoul, Republic of Korea) at 37°C. After 30 min of incubation, absorbance was measured at 450 nm by using a Sunrise™ Absorbance microplate reader (TECAN, Männedorf, Switzerland).

### RNA isolation

Before the experiment, cells were treated with TGF-β1 for 48 h. Afterward, the cells intended for use were washed twice with phosphate-buffered saline (PBS). Total RNA was then extracted using TRIzol reagent (Invitrogen, Waltham, MA, USA) in accordance with the manufacturer’s instructions. The isolated RNA was dissolved in RNase-free water, and its quality was assessed through agarose gel electrophoresis at 50 V for 30 min. Subsequently, the concentration and purity of the total RNA were determined using a Nanodrop-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The samples with absorbance readings of 1.8 or higher at 260 and 280 nm were considered to have suitable concentrations for use in the experiment.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

qRT-PCR was conducted and analyzed to validate the fibrosis model. Initially, 2000 ng of isolated RNA was reverse-transcribed into cDNA by using M-MLV reverse transcriptase (ELPIS-BIOTECH, Daejeon, Republic of Korea). For qRT-PCR, filtered deionized water, SYBR Green PCR master mix (KAPA Biosystems, Wilmington, MA, USA), and a real-time PCR detection system (BIO-RAD, Hercules, CA, USA) were utilized. The following reaction conditions were applied: an initial denaturation step at 95°C for 5 min, followed by denaturation at 95°C for 10 s, annealing at 60°C for 30 s, and extension at 72°C for 30 s. This cycle was repeated 50 times to ensure adequate amplification. GAPDH was used as a reference gene for relative comparison, and the expression of other genes was normalized to GAPDH levels. The following primers were used in this study: GAPDH (Forward: TATGACAACAGCCTCAAGAT/ Reverse: GAGTCCTTCCACGATACC), N-cadherin (Forward: CCTCCAGAGTTTACTGCCATGAC/ Reverse: GTAGGATCTCCGCCACTGATTC), Fibronectin (Forward: ACAACACCGAGGTGACTGAGAC/ Reverse: GGACACAACGATGCTTCCTGAG), Col1a1 (Forward: ACTACCTCGTTCTTGTCTT/ Reverse: CCCACCCATCACATAGAT).

### Western blotting

Protein expression levels in cells were evaluated using western blot analysis. The cells were lysed with RIPA buffer (Bio Solution, Seoul, Republic of Korea) supplemented with protease inhibitor cocktail and phosphatase inhibitor cocktails 2/3 (Sigma-Aldrich, St. Louis, MO, USA). After cell lysis, total protein was isolated through centrifugation at 25,000 × *g* for at 4°C 15 min. Subsequently, protein concentration was determined using the BCA protein assay kit (Thermo Fisher, Waltham, MA, USA) in accordance with the manufacturer’s protocol. Afterward, 21 μg of protein per sample were separated through 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), and the separated proteins were transferred onto polyvinylidene difluoride membranes (Millipore, Burlington, MA, USA). The membrane was blocked with 5% skim milk at room temperature for 50 min to minimize non-specific binding. The membranes were then incubated with primary antibodies diluted in a 2.5% bovine serum albumin (BSA) solution containing sodium azide (Sigma-Aldrich Chemical, St. Louis, MO, USA) at 4°C overnight. Secondary antibodies were diluted in 1% skim milk and incubated at room temperature for 45 min. The target protein bands were visualized using ECL Plus Western blotting detection reagent (Amersham Bioscience, Buckinghamshire, UK), and images were captured using the Bio-Rad ChemiDoc system. β-actin was used as a loading control for all target proteins; the degree of protein activation was calculated by comparing the phosphorylated proteins with their total forms. The following antibodies were used in this study: p-SMAD3 (sc-517575), SMAD3 (sc-101154), vimentin (sc-6260), β-actin (sc-47778), m-IgG_κ_ BP-HRP (sc-516102), m-IgG_1_ BP-HRP (sc-525408), and m-IgG_Fc_ BP-HRP (sc-5254090), anti-fibronectin antibody (MA5-11981) and THBS1 (MA5-13398), antibodies targeting α-SMA (19245s), anti-rabbit IgG, and HRP-linked antibody (7074s), anti-collagen1 antibody (Ab34710) and goat anti-rabbit IgG Alexa 488 (ab181448), and anti-N-cadherin antibody (66219–1).

### 3ʹ-mRNA quantification sequencing (3ʹ-mRNA Quan-Seq)

3ʹ-mRNA quantification sequencing was conducted by E-Biogen Inc. (Seoul, Republic of Korea). Before the experiment, cells were treated with TGF-β1 for 48 h. Total RNA was isolated, and libraries were prepared using the QuantSeq 3ʹ-mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, Vienna, Austria) in accordance with the manufacturer’s instructions. Separate mRNA and miRNA libraries were constructed for A549 and BEAS-2B samples. The resulting libraries were analyzed, quantified, and visualized through Excel-based differentially expressed gene analysis (ExDEGA, E-Biogen, Inc., Seoul, Republic of Korea).

### Bioinformatics studies on the transcriptome data

Bioinformatics studies on the transcriptome data were conducted in accordance with the established protocols from previous studies [33]. Differentially expressed genes (DEGs) were identified using the criteria of fold change ≥ 2 and normalized log_2_ data ≥ 7. Subsequently, gene ontology (GO) analysis was performed on genes showing consistent changes in the expression in both cell lines. Gene functional classification was achieved using DAVID (https://david.ncifcrf.gov/, accessed on August 9, 2023). Hierarchical clustering was applied to validate the expression similarity among genes within the top 10 functional groups in GO analysis. Protein–protein interactions were assessed using STRING database version 11.5 (http://string-db.org/, accessed on September 7, 2023), and node rankings within the network were confirmed using the Cytohubba application. Metrics such as Maximal Clique Centrality (MCC), Maximum Neighborhood Component (MNC), and DEGREE were utilized to prioritize interactions and select key factors. For miRNA analysis, miRNAs with significantly altered expression in both cell lines were identified. Subsequently, miRNAs targeting the selected mRNAs were predicted using the MicroRNA Target Prediction Database (https://mirdb.org/, accessed on October 2). Hierarchical clustering was then used to visualize the similarity of miRNA expression. 

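The mature miR-335-3p listed in Table 1 has the sequence UUUUUCAUUAUUGCUCCUGACC and is 22 nucleotides long. In the GENCODE annotation of the human genome build GRCh38, its hairpin lies on the plus strand of chromosome 7 from 130496111 to 130496204. The mature sequence spans 130496162 to 130496183. The hairpin sits in intron 2 of MEST, a protein-coding gene on the same strand from 130486171 to 130506465, and overlaps an exon in 0 of its 14 coding transcripts. THBS1, which encodes thrombospondin 1, carries the identifier ENSG00000137801. It lies on the plus strand of chromosome 15 from 39581079 to 39599466 and has 22 exons. Its 3′-untranslated region (3′-UTR), the part of the mRNA behind the stop codon, runs from 39595370 to 39599466 in exon 22. The 3′-UTR is 4097 nucleotides long and has a GC content of 36.9%.

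A miRNA recognizes an mRNA mainly through its seed, the nucleotides from position 2 to position 8 counted from its 5′ end. An 8mer site pairs with the whole seed and carries an A opposite position 1. A 7mer-m8 site pairs with the whole seed without this A, and a 7mer-A1 site carries the A but pairs only with positions 2 to 7. The reference sequence of the THBS1 3′-UTR contained 1 7mer-A1 site, 2 7mer-m8 sites and 0 8mer sites for miR-335-3p. The 7mer-A1 site, UGAAAAA, occupied nucleotides 252 to 258 of the 3′-UTR, at 39595621 to 39595627, within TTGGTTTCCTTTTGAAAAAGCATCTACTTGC. The first 7mer-m8 site, AUGAAAA, occupied nucleotides 2431 to 2437, at 39597800 to 39597806, within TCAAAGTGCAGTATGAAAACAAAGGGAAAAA. The second 7mer-m8 site had the same bases and occupied nucleotides 2807 to 2813, at 39598176 to 39598182, within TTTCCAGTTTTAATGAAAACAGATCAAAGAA. These positions come from the reference sequence alone, without a measurement of binding.

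**Figure D1:**
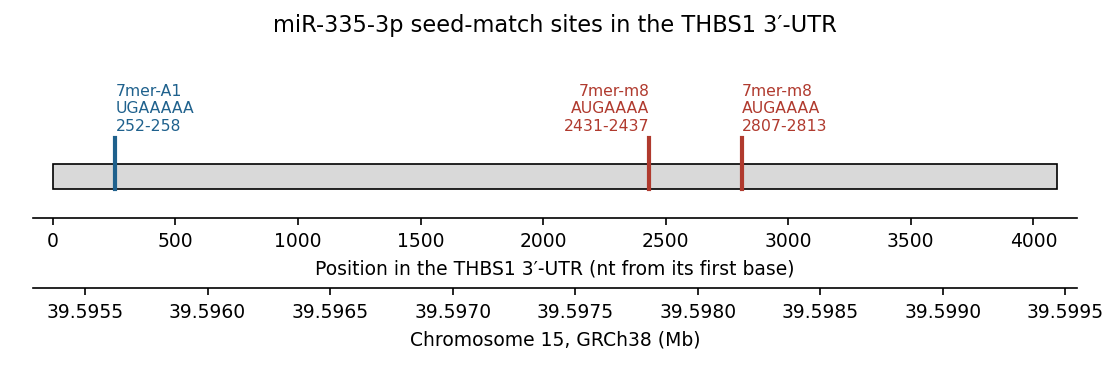
Map of the THBS1 3′-UTR, with the position in nucleotides from its first base and the position on chromosome 15 of GRCh38. The marks show the 3 seed matches of miR-335-3p: the 7mer-A1 site lies at nucleotide 252 and the 7mer-m8 sites at nucleotides 2431 and 2807.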

The binding sites between miRNAs and target mRNAs were confirmed using TargetScanHuman version 7.1 (https://www.targetscan.org/vert_71/, accessed October 7).

### miRNA transfection

A549 and BEAS-2B cells were seeded into 6-well plates at a density of 20 × 10^4^ cells/well by using RPMI 1640 medium supplemented with 10% FBS but without antibiotics. Simultaneously, the mimics and inhibitors of miR-335-3p were transfected into the cells by using Lipofectamine 3000 (Invitrogen, Waltham, MA, USA) in accordance with the manufacturer’s instructions. Briefly, they were transfected by mixing the culture medium with Lipofectamine 3000 and miRNA at a final concentration of 25 nM. The transfection mixture and TGF-β1 were then added to the cells and incubated for 48 h before they were used for analysis. The information on the utilized miRNAs is presented in Table 1.

**Table 1:** Information on miR-335-3p mimic and inhibitor.

miRNA	Sequence	Cat. No
**miR-335-3p mimic**	**UUUUUCAUUAUUGCUCCUGACC**	**MCH01884**
**miR-335-3p inhibitor**	**GGUCAGGAGCAAUAAUGAAA**	**HY-RI00694**

### Immunocytochemistry (ICC) staining

For this experiment, a 22 mm × 22 mm cover slide was placed in each well of a 6-well plate and coated with poly-L-lysine before the cells were seeded. A549 and BEAS-2B cells were transfected with miRNA and treated with TGF-β1 in the 6-well plate and then cultured for 48 h. After incubation, the cells were washed with PBS and fixed with 4% formaldehyde for 10 min. They were permeabilized by treating with 0.25% TritonX-100 for 5 min and blocked with 1% bovine serum albumin. Subsequently, the target factors were sequentially stained using primary and secondary antibodies, and the nucleus was stained with DAPI. Fluorescence images were captured using a confocal microscope (Carl Zeiss, Oberkochen, Germany) and quantified using Image J software. The protein expression level was quantified through the ratio of the fluorescence intensity of intracellular factors to the fluorescence intensity of the nucleus.

### Statistical analysis

The experiment was conducted in triplicate. Data were statistically analyzed and presented as mean ± standard error of the mean (SEM). The significance of the results was evaluated using one-way ANOVA followed by Tukey’s post-hoc analysis. Graphs and statistical analyses were generated using GraphPad Prism 5.0 (GraphPad Software Inc., San Diego, CA, USA). Data with p < 0.05 were considered statistically significant.

## Results

### Validation of EMT and ECM accumulation in TGF-β1-induced pulmonary fibrosis model

To establish a pulmonary fibrosis model, we first determined the TGF-β1 concentration for treating the respiratory epithelial cell lines A549 and BEAS-2B by evaluating cell viability. After exposure to TGF-β1 concentrations ranging from 0.1 ng/mL to 10 ng/mL for 48 h, cell viability was assessed using WST-8 assay. No significant changes in cell viability were observed within the range of 0.1–5 ng/mL treatment concentrations, while cell viability significantly decreased in A549 cells when treated with 10 ng/mL TGF-β1 (Fig 1A). Cell morphology was examined to confirm the induction of fibrosis upon TGF-β1 treatment (Fig 1B). When exposed to TGF-β1, the cells had an elongated shape, and their length increased in a dose-dependent manner (Fig 1C). Subsequently, the expression of representative fibrosis marker genes was evaluated. The expression of the EMT marker N-cadherin increased in the A549 and BEAS-2B cell lines; likewise, the mRNA and protein expression levels of the ECM proteins fibronectin and collagen1 increased (Fig 1D and 1E). These results indicated that TGF-β1 treatment induced fibrosis in both cell lines. As 10 ng/mL TGF-β1 induced cell toxicity, 5 ng/mL TGF-β1, which caused significant changes in fibrotic characteristics, was used in further analysis.

**Fig 1:**
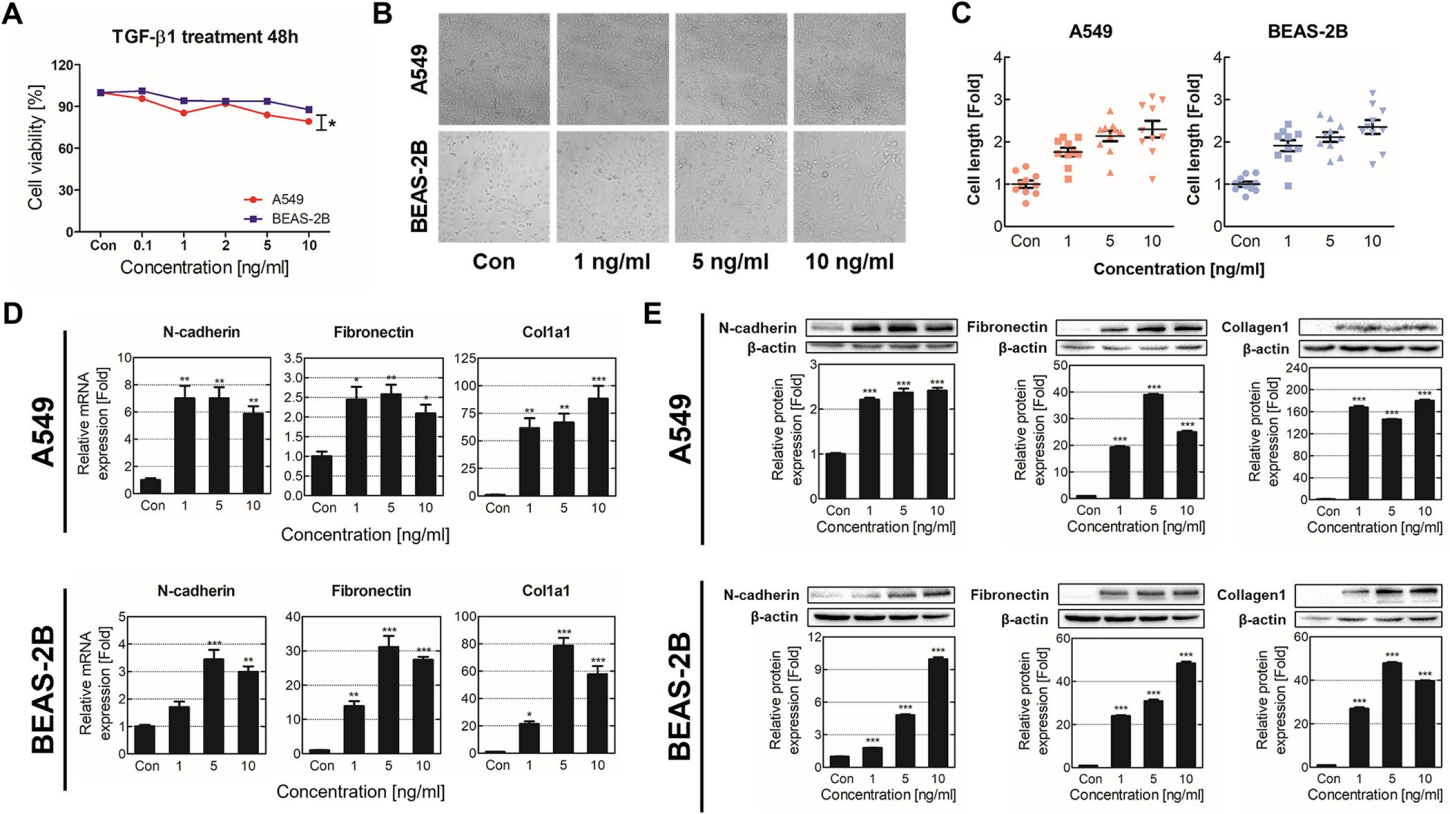
TGF-β1-induced fibrosis is validated in respiratory epithelial cells. **(A)** Cell viability of A549 and BEAS-2B cells was assessed following treatment with various concentrations of TGF-β1 for 48 h. **(B, C)** Morphological changes, including shape and length, were observed in respiratory epithelial cells after 48 h of treatment with TGF-β1. **(D, E)** The mRNA and protein expression levels of N-cadherin, collagen1, and fibronectin were evaluated in A549 and BEAS-2B cells after exposure to TGF-β1 for 48 h. The control group is the TGF-β1 untreated group, and all experiments were performed at least three. *p < 0.05, **p < 0.01, and ***p < 0.001 indicate significance compared with the control group; Con: Control group.

### Identification of core genes associated with pulmonary fibrosis through transcriptome analysis

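The transcriptome of A549 cells, an established lung carcinoma line, and of BEAS-2B cells, an established line of immortalized bronchial epithelial cells, was measured in 6 conditions. Each cell line was left untreated or was treated with 1 or 5 ng/mL TGF-β1 for 48 h. TGF-β1 is a cytokine that drives epithelial cells toward a fibrotic state. The medium of the untreated cells was not stated in the sample labels, which describe a medium with reduced serum for the treated cells. Each condition had 1 library, so the spread between cultures is unknown and no difference between conditions could be checked against replicates. The libraries were made with a QuantSeq 3′-mRNA kit, which starts from the poly(A) tail and reads the 3′ end of each mRNA. The authors deposited the number of reads they counted on each gene symbol, without normalization. The paper names ExDEGA (E-Biogen) for analysis and quantification, and its text does not name the aligner or the genome build.

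The total number of counts was 4144476, 7841350 and 6101351 in A549 cells at 0, 1 and 5 ng/mL. In BEAS-2B cells, it was 4252712, 4601813 and 4120624 at the same doses. Each library listed the same 25737 entries with 24462 different gene symbols, and 286 symbols had more than 1 entry. Entries were kept apart and are called genes in the following. Counts were scaled by the trimmed mean of M-values (TMM) method of edgeR over the 6 libraries, to the mean effective library size. The ND value of a gene was taken as log2 of its normalized count with a pseudocount of 1 added. FC was the ratio of the treated to the control normalized count, each with the pseudocount added. Exact 95% intervals of a ratio of counts (Clopper-Pearson) are given as counting intervals. They cover counting error only, since reads without molecular identifiers are not independent molecules. A count of 0 allows up to 3 counts, which is between 0.383 and 0.728 counts per 1000000 counts (CPM) in these libraries.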

To investigate how TGF-β1 regulates the expression of genes related to pulmonary fibrosis, we performed bioinformatics studies on the transcriptome data after the treatment with TGF-β1 for 48 h. We analyzed and compared the changes in gene expression between the control group and TGF-β1-treated groups. Specifically, genes with a fold change (FC) of ≥2 and a normalized data (ND) value of ≥7 were selected as differentially expressed genes (DEGs). 

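On the scale used here, an ND value of 7 stands for a normalized count of 127, or 24.7 CPM. This minimum equals a raw count between 101 in BEAS-2B cells at 5 ng/mL and 185 in A549 cells at 1 ng/mL. Between 5922 and 6227 genes per library reached it. The text does not state in which library the ND value has to reach the minimum. It was required in at least 1 of the 2 libraries compared, which left 7115 genes in A549 cells and 6735 genes in BEAS-2B cells that could be selected at 5 ng/mL.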

The TGF-β1 treatment affected the expression of 737 and 344 genes in A549 and BEAS-2B cells, respectively. Among them, 158 genes displayed a significant differential expression in both cell lines (Fig 2A). 

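At 5 ng/mL TGF-β1, 2366 genes met the criteria in A549 cells, of which 1146 were upregulated and 1220 were downregulated. In BEAS-2B cells, 1277 genes met them, with 494 upregulated and 783 downregulated. Counting error alone gave 0 such genes in each of 100 Poisson draws from the pooled rate of treated and control cells. The counts depended most on the minimum: without one, 7449 and 5749 genes had an FC of at least 2, and with log2(CPM + 1) as the ND value the criteria selected 736 and 339 genes. Scaling by total counts alone moved the direction from 48.4% upregulated to 33.8% in A549 cells (798 up, 1564 down) and from 38.7% to 26.9% in BEAS-2B cells (373 up, 1013 down).

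The largest changes were taken among genes that also changed at least 2-fold in the same direction at 1 ng/mL. They are given as ratios of normalized counts without the pseudocount. Where a count was 0, the fold is taken against the 3 counts that it allows, with the other count as measured, and is called at least this large. The exact counting intervals of these genes start lower, at 196-fold for IGFL1 in A549 cells and at 92.8-fold for C4orf26 in BEAS-2B cells. In A549 cells, IGFL1 rose from 0 to 926 counts and was at least 242-fold higher. LCE3D and LCE3E, paralogs whose reads the counting could have shared, were at least 165-fold and 121-fold higher from a control count of 0. COL22A1 rose from 0 to 609 counts, at least 159-fold. AGR2 fell from 1154 to 3 counts, 491-fold lower with a counting interval of 168 to 2386. GPX2 fell from 973 to 2 counts, 621-fold lower with an interval of 172 to 5137. With the pseudocount, AGR2 and GPX2 were 360-fold and 401-fold lower. RTN4RL2, MUC5AC and LCN2 fell to 0 counts and were at least 182-fold, 170-fold and 112-fold lower.

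In BEAS-2B cells, ITGA11 rose from 0 to 1353 counts, at least 509-fold. C4orf26 and MAF also rose from 0 counts and were at least 115-fold and 54.6-fold higher. ANGPTL4 rose 129-fold (73.8 to 251) from 12 to 1374 counts, and BGN rose 50.1-fold (40.9 to 61.9) from 97 to 4300 counts. RARRES3 fell from 178 to 0 counts, at least 52.5-fold. SAA2 fell from 130 to 2 counts, 57.6-fold lower with an interval of 15.6 to 480. SECTM1, SOCS3 and ELF3 were 33.0-fold, 31.9-fold and 26.6-fold lower from control counts of at least 216.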

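With the criteria above, 613 genes were DEGs in both cell lines. The overlap was set against the 5832 genes that reached the minimum in both cell lines, of which 1666 were DEGs in A549 cells and 977 were DEGs in BEAS-2B cells. Independent lists of these sizes would share 279 genes, so the observed overlap was 2.20 times as large. Across the same 5832 genes, the log2 FC of the cell lines had a Pearson correlation of 0.681 and a Spearman correlation of 0.623. The sign of the log2 FC was the same in 73.4% of them. Genes are not independent replicates, so no p-value belongs to these correlations.

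**Figure D2:**
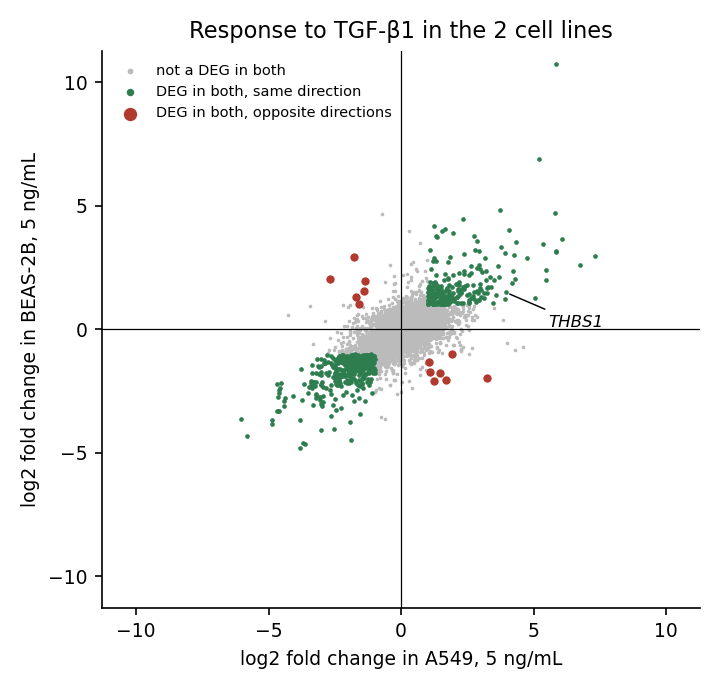
Log2 FC at 5 ng/mL TGF-β1 against the control in BEAS-2B cells (vertical axis) and in A549 cells (horizontal axis), with 1 point for each of the 5832 genes that reached the minimum in both. Green points are DEGs in both cell lines with the same direction, red points are the 13 with opposite directions, and grey points are all other genes.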

We analyzed gene ontology (GO) and gene fold enrichment of 156 concertedly upregulated or downregulated genes (Fig 2B). 

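Of the shared DEGs, 600 (97.9%) changed in the same direction in both cell lines. Among them, 221 were upregulated and 379 were downregulated. This split depended on the scaling, with 151 to 524 under total counts and 254 to 348 under upper quartile factors. It also depended on the ND value, and log2(CPM + 1) reversed the order, with 83 to 67. From the list sizes in each direction, 135 genes would be expected to change in the same direction in both cell lines by chance. The remaining DEGs were upregulated in one cell line and downregulated in the other. The GO analysis was not repeated here.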

Our analysis revealed that DEGs were associated with biological processes (BPs), including angiogenesis, ECM organization, fibroblast proliferation, cell migration, and wound healing. Subsequently, we performed hierarchical clustering and protein–protein interaction (PPI) analyses on 48 genes belonging to the top 10 BPs identified by GO analysis (Fig 2C–2E). 

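All 48 genes labeled in Fig 2C were listed in the libraries. At 5 ng/mL TGF-β1, 36 of them were higher and 12 were lower than the control in both cell lines. The study chose these genes from the same libraries, so their directions are not independent evidence. The log2 FC of the 36 higher genes ranged from 1.06 to 6.07 in A549 cells, with a median of 2.65. In BEAS-2B cells, it ranged from 0.99 to 6.91, with a median of 2.49. MMP2, SPOCK1 and PDGFB had the largest log2 FC in A549 cells (6.07, 5.86 and 5.84), and ANGPTL4 had the largest in BEAS-2B cells. The lower genes were SDCBP, TNFAIP2, S100A6, PFN1, SOD2, ACTN4, CXCL1, AAMP, SMOC1, CAPZB, CTTN and PTPRF. Their median log2 FC was −2.59 in A549 cells and −2.38 in BEAS-2B cells. PFN1 had the lowest value in both, −4.60 and −3.32, and its named pseudogene held at most 9 counts in any library. In total, 47 of the genes met the criteria in both cell lines. ITGA3, with a log2 FC of 0.99 in BEAS-2B cells, fell short of the required FC there. The tally depended on the setting, with 48 under DESeq2 size factors, 44 under quantile normalization and 41 under total counts. It was 32 with an ND value of at least 7 in both libraries and 27 at an FC of at least 3. At 1 ng/mL, all 48 changed in the same direction as at 5 ng/mL in both cell lines, against the same control libraries.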

We observed that the expression of the genes associated with TGF-β1-induced fibrosis increased, which was indicated by their expressional correlations and interactions. To prioritize the genes within their interactions, we applied three protein network analysis algorithms: Maximum Neighborhood Component (MNC), Density of Maximum Neighborhood Component (DMNC), and DEGREE (S1 Table and S1 Fig). Consistently, we identified eight genes belonging to the top 10 core genes across the three analyses (Table 2). These results indicated that ECM-related genes and THBS1 are concurrently upregulated during fibrosis. Therefore, THBS1 likely plays a specific role in fibrosis progression and development.

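All 8 genes of Table 2 met the criteria in both cell lines at 5 ng/mL TGF-β1. FN1, which encodes fibronectin, lies on chromosome 2 of GRCh38 from 215360440 to 215436172. It rose from 5458 to 20327 counts in A549 cells, an FC of 2.92 with a counting interval of 2.83 to 3.01. In BEAS-2B cells, it rose from 11970 to 165701 counts, an FC of 15.6 (15.3 to 15.9), and made up 4.02% of all counts of the treated library. MMP2, which encodes a matrix metalloproteinase, lies on chromosome 16 from 55389700 to 55506691. Its FC was 67.4 (38.7 to 162) in A549 cells, where the control had only 9 counts, and 12.7 (11.0 to 15.0) in BEAS-2B cells. COL1A1, on chromosome 17 from 50183289 to 50201632, had an FC of 20.1 (16.4 to 25.4) in A549 cells and 11.5 (11.1 to 12.0) in BEAS-2B cells. THBS1 had an FC of 15.5 (12.0 to 21.1) and 2.81 (2.58 to 3.08), respectively.

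COL5A1 rose 19.2-fold in A549 cells and 7.99-fold in BEAS-2B cells, and ITGA5 rose 8.19-fold and 3.02-fold. COL4A1 and COL4A2 are neighbors on opposite strands of chromosome 13, from 110148963 to 110307233 and from 110305812 to 110513209, and overlap at their 5′ ends. COL4A1 rose 6.26-fold in A549 cells and 5.87-fold in BEAS-2B cells, and COL4A2 rose 9.22-fold and 5.11-fold. The counting intervals of the cell lines lay apart for all of these genes except COL4A1. The larger FC was in A549 cells for 6 genes and in BEAS-2B cells for FN1. The PPI ranking that selected the genes was not repeated here.

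**Figure D3:**
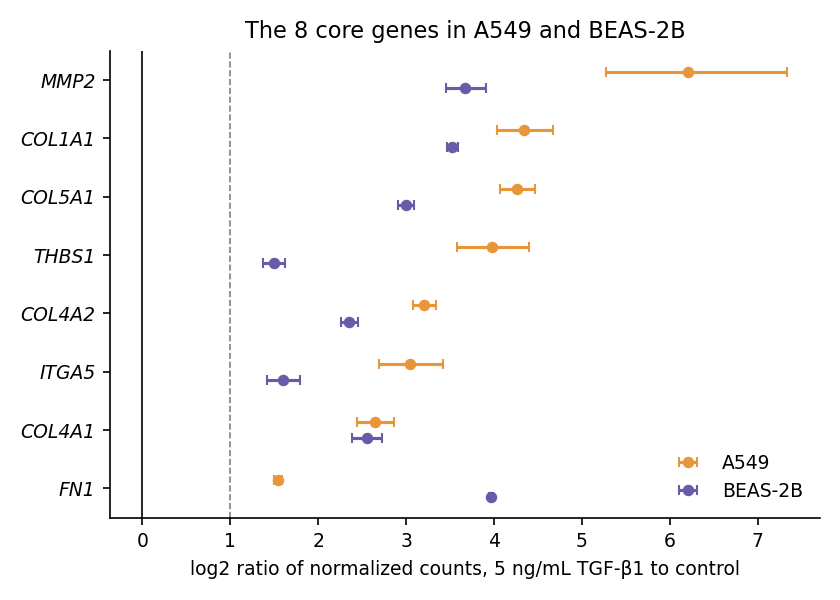
Log2 ratio of the normalized counts at 5 ng/mL TGF-β1 to the control for the 8 genes of Table 2, in A549 and BEAS-2B cells, with 1 library per condition. Bars are 95% counting intervals, and all 16 points lie above the dashed line at a 2-fold change.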

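The median log2 FC of the 8 genes of Table 2 at 5 ng/mL was 3.58 in A549 cells and 2.78 in BEAS-2B cells. It was compared with 10000 random lists of the same size, drawn from genes with a mean ND value of at least 5 and matched on mean expression. The middle 95% of the random medians ran from −0.29 to 0.99 in A549 cells and from −0.37 to 0.55 in BEAS-2B cells. Both medians of the core genes stood at the 100th percentile. All 8 genes were picked by the study from these libraries, so this position is not independent evidence. The genes other than THBS1 encode collagens, fibronectin, an integrin subunit and a matrix metalloproteinase, which belong to or act on the ECM. From the genes that 3 network rankings share, the paper concludes that ECM-related genes and THBS1 increase together during fibrosis. It then proposes a probable specific role of THBS1 in this process.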

**Fig 2:**
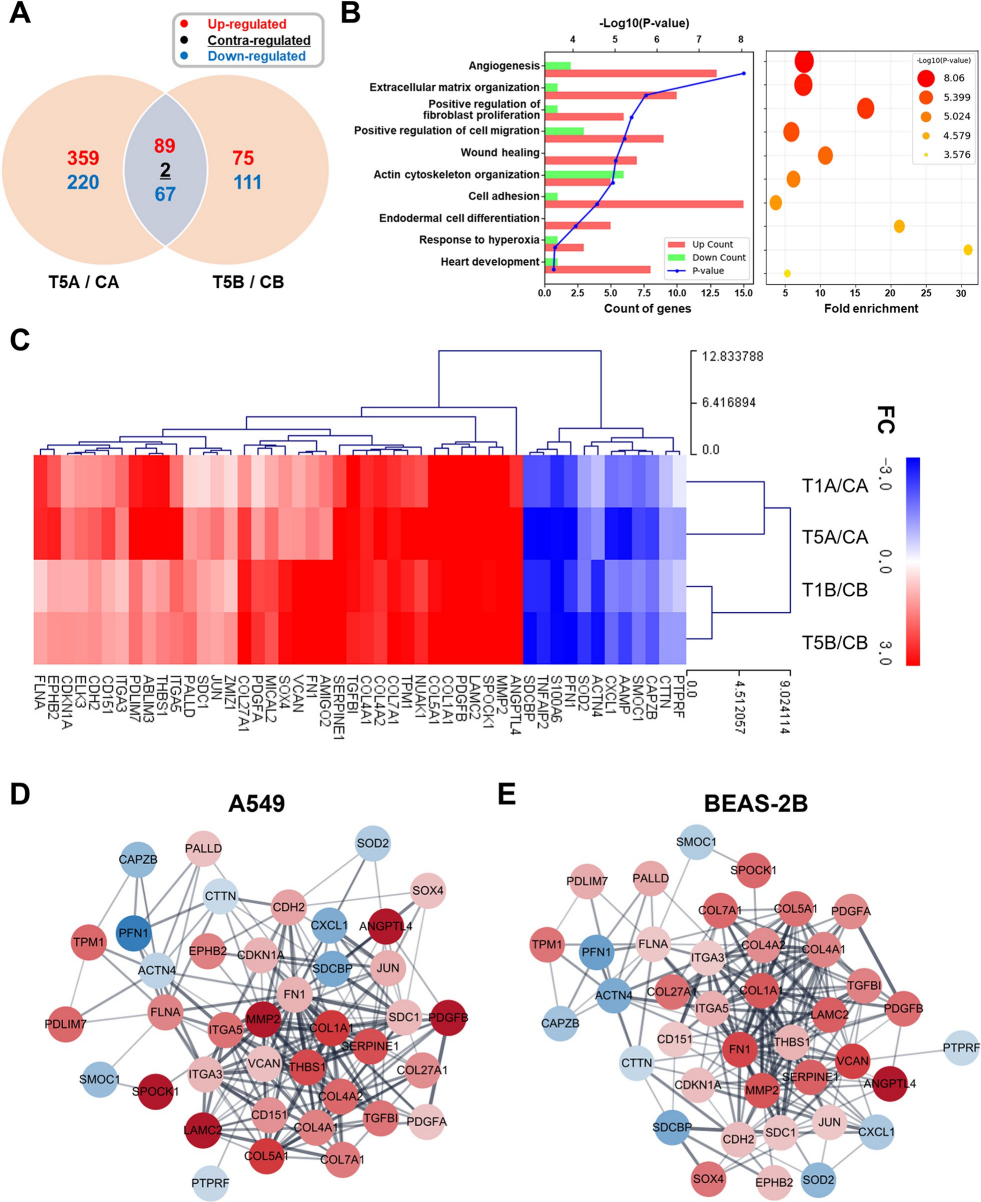
Key biological processes and genes are identified in TGF-β1-induced fibrosis via transcriptome analysis. After treatment with 1 and 5 ng/mL TGF-β1 for 48 h, mRNA transcriptome analysis was performed. **(A)** Differentially expressed genes (DEGs; ≥2 folds, ≥7 normalized data value) significantly altered by TGF-β1 treatment were depicted by a Venn diagram. **(B)** Gene ontology analysis was conducted on 156 DEGs with consistent expressional changes in both cell types, resulting in 48 DEGs associated with the top 10 biological processes. **(C)** Hierarchical clustering was performed to illustrate the expression patterns of the 48 chosen DEGs. **(D, E)** Protein–protein interaction was analyzed on the 48 selected DEGs; red and blue represented the increased and decreased expression levels, respectively, in response to TGF-β1 treatment. CA: Control group of A549; CB: Control group of BEAS-2B; T1A: 1 ng/mL TGF-β1-treated group of A549; T1B: 1 ng/mL TGF-β1-treated group of BEAS-2B; T5A: 5 ng/mL TGF-β1-treated group of A549; T5B: 5 ng/mL TGF-β1-treated group of BEAS-2B; FC: Fold change.

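At 1 ng/mL TGF-β1, 1649 genes met the criteria in A549 cells, of which 766 were upregulated and 883 were downregulated. In BEAS-2B cells, 988 genes met them, with 378 upregulated and 610 downregulated. Scaled by total counts alone, the split was 536 to 1131 and 307 to 819. With the trend of FC over GC content removed, an alternative chosen after seeing the data, it was 479 to 939 in A549 cells. Of the DEGs at 5 ng/mL, 99.7% in A549 cells and 99.5% in BEAS-2B cells had the same sign at 1 ng/mL. An FC of at least 2 in the same direction at 1 ng/mL was seen for 62.4% and 65.8% of them. The change was larger at 5 ng/mL for 87.8% and 78.0%, in genes that had been selected at this dose. The log2 FC at both doses had a Pearson correlation across genes of 0.940 in A549 cells and 0.925 in BEAS-2B cells. Both doses were compared with the same control library, which alone creates a correlation. Unchanged libraries drawn against the same control gave 0.605 and 0.495 on average in 100 draws. Directly between the doses, 220 genes in A549 cells and 57 genes in BEAS-2B cells differed at least 2-fold.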

**Table 2:** Selection of key genes based on protein–protein interaction analysis.

Gene name	String ID	Ranking method	Fold change (5 μM)		Gene description
			A549	BEAS-2B	
FN1	9606.ENSP00000346839	MCC, MNC, Degree	2.930	15.846	Fibronectin 1 (2477 aa)
THBS1	9606.ENSP00000260356	MCC, MNC, Degree	14.675	2.844	Thrombospondin 1 (1170 aa)
COL1A1	9606.ENSP00000225964	MCC, MNC, Degree	19.434	11.671	Collagen alpha-1(I) chain (1464 aa)
MMP2	9606.ENSP00000219070	MCC, MNC, Degree	49.949	12.659	72 kDa type IV collagenase (660 aa)
COL4A1	9606.ENSP00000364979	MCC, MNC, Degree	6.199	5.902	Collagen alpha-1(IV) chain (1669 aa)
COL4A2	9606.ENSP00000353654	MCC, MNC, Degree	9.213	5.167	Collagen alpha-2(IV) chain (1712 aa)
ITGA5	9606.ENSP00000360882	MCC, MNC, Degree	7.884	3.043	Integrin alpha-5 heavy chain (1049 aa)
COL5A1	9606.ENSP00000293379	MCC, MNC, Degree	18.961	8.079	Collagen alpha-1(V) chain (1838 aa)

### Selection of the miRNA regulating the core gene THBS1 in TGF-β1-induced pulmonary fibrosis

We analyzed the differentially expressed miRNAs to identify those that could regulate the expression of the identified core genes. After TGF-β1 treatment, the expression of 83 and 46 miRNAs significantly changed (FC ≥ 1.4 and ND value ≥ 8) in A549 and BEAS-2B cells, respectively (Fig 3A). From the 20 miRNAs showing expressional changes in both cell lines, we further selected 7 miRNAs that could target eight core genes; among them, miR-335-3p was downregulated in both cell lines (Fig 3B). Notably, the miR-335-3p expression decreased by more than 40% when respiratory epithelial cells were treated with TGF-β1 (Fig 3C). On the basis of the miRDB and TargetScanHuman database, we investigated whether miR-335-3p could target the eight previously selected core genes. We found that three binding sites in the 3ʹ-UTR of THBS1 could be the target of miR-335-3p (Fig 3D). This finding suggested the potential role of miR-335-3p in regulating the biological function of THBS1 in influencing fibrosis.

**Fig 3:**
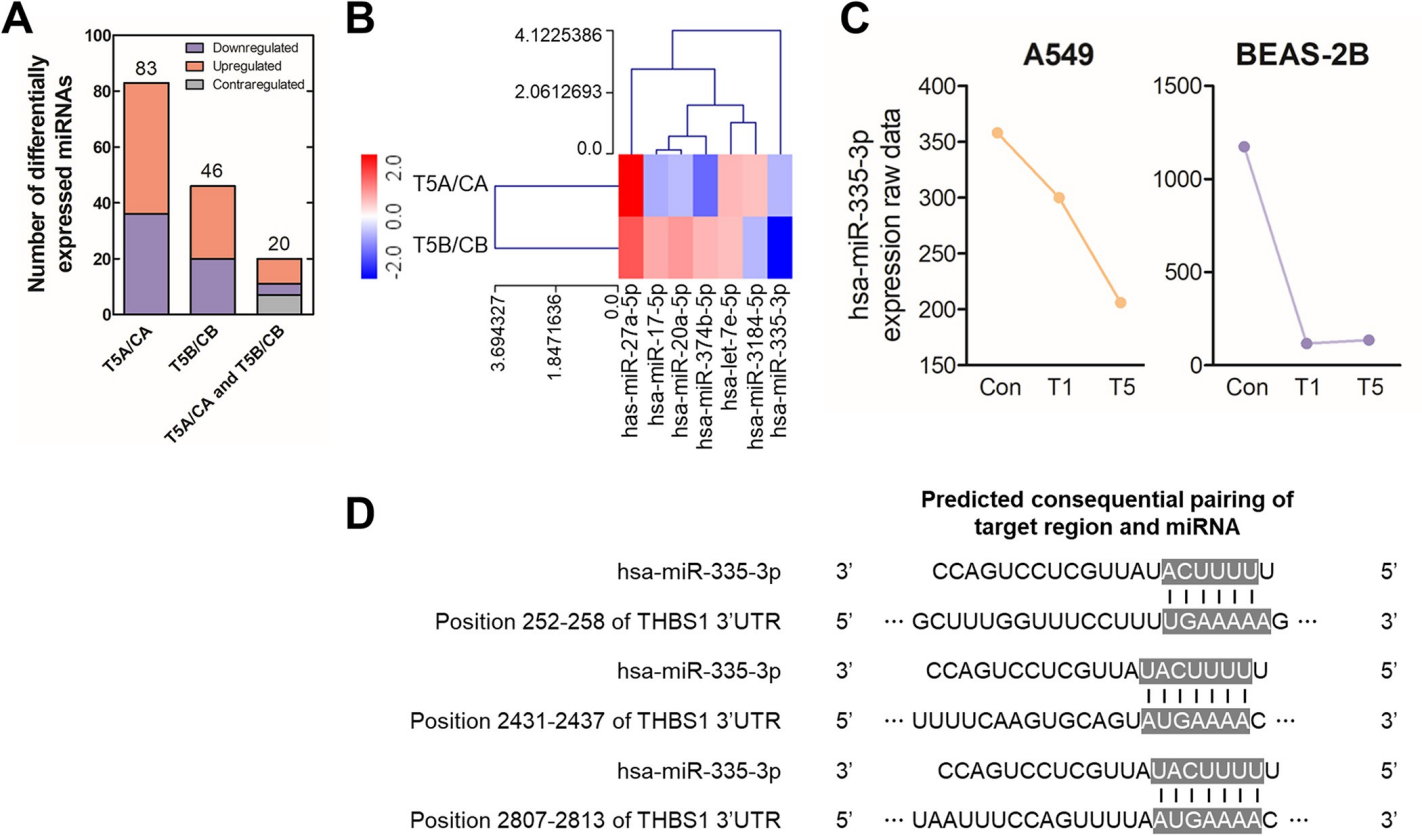
miR-335-3p targeting THBS1 is downregulated in the fibrosis model. Transcriptome analysis on miRNA was conducted after treatment with 1 and 5 ng/mL TGF-β1 for 48 h. **(A)** miRNAs with significantly changed expression following TGF-β1 treatment were identified for each cell type. **(B)** Hierarchical clustering was performed on miRNAs targeting the core genes selected from those showing significant expression changes. **(C)** The expression of miR-335-3p decreased after TGF-β1 treatment in both cell lines. **(D)** The binding site of miR-335-3p is depicted on the 3ʹ-untranslated region of THBS1. Con: Control group (TGF-β1-untreated group); T1: 1 ng/mL TGF-β1-treated group; T5: 5 ng/mL TGF-β1-treated group.

### Inhibition of THBS1 downregulates TGF-β1 activation and attenuates fibrosis

To assess the potential role of THBS1 in regulating TGF-β1 signaling and inducing fibrosis, we treated the cells with LSKL, an inhibitor of THBS1 that acts as a TGF-β1 antagonist (Fig 4A). TGF-β1 treatment induced the phosphorylation of SMAD3, a key mediator of TGF-β1 signaling. After the cells were co-treated with TGF-β1 and LSKL, the activation of SMAD3 was attenuated in both cell lines (Fig 4B). Subsequently, we examined the protein expression of fibronectin and collagen1, which are well-known fibrosis markers (Fig 4C and 4D). These marker proteins were significantly reduced in both cell lines when LSKL was co-administered with TGF-β1 compared with TGF-β1 treatment alone. These findings suggested that the modulation of TGF-β1 signaling by THBS1 may influence fibrosis initiation and progression.

**Fig 4:**
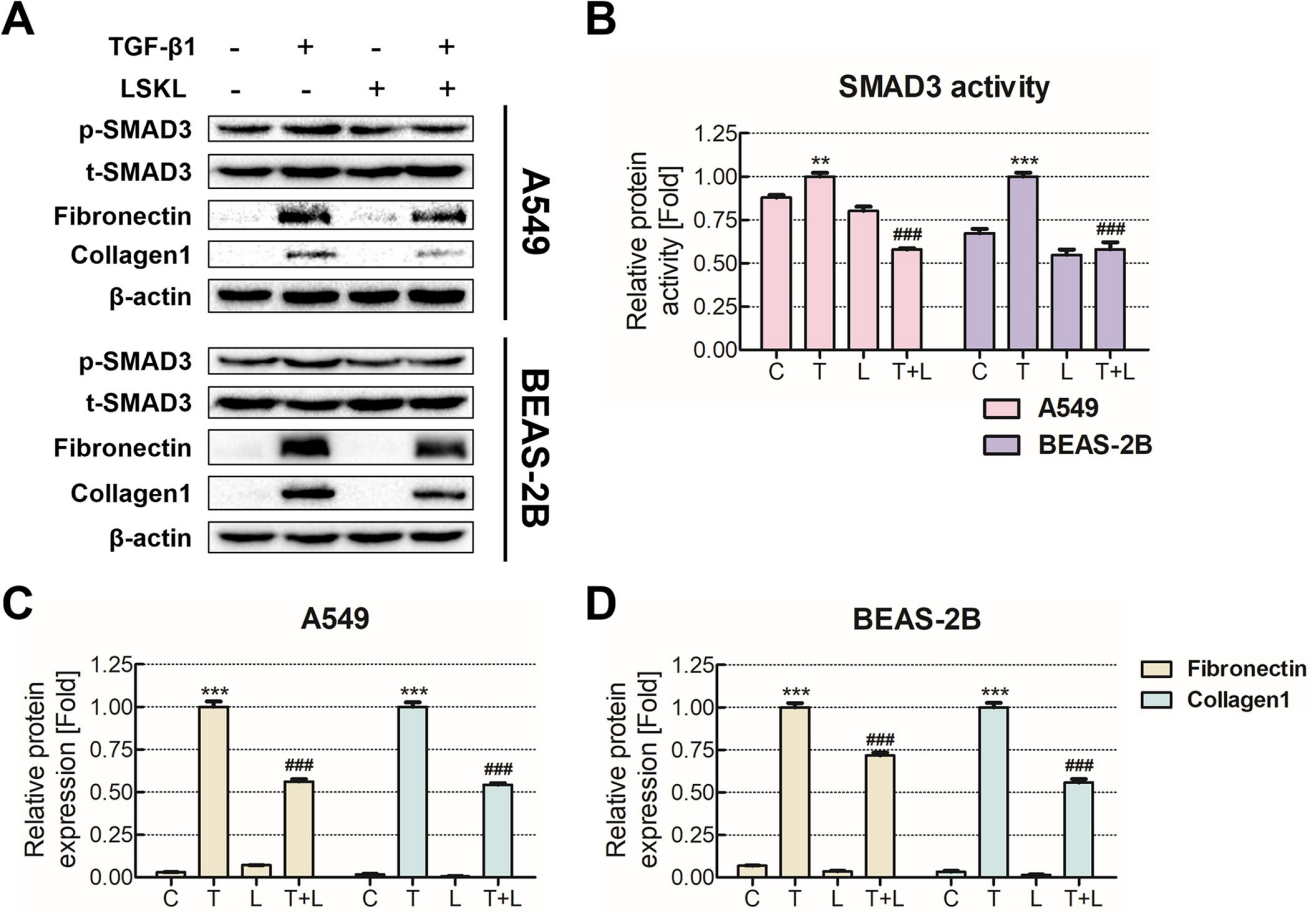
THBS1 inhibition suppresses TGF-β1 activity and downstream signaling. A549 and BEAS-2B cells were treated with 5 ng/mL TGF-β1 and/or 20 μM LSKL for 48 h. **(A)** The expression of proteins associated with TGF-β1 downstream signaling was assessed by western blotting. **(B)** SMAD3 activation in response to TGF-β1 treatment was determined by the ratio of phosphorylated SMAD3 to total SMAD3 expression. **(C, D)** The protein expression of fibrosis-related genes in A549 and BEAS-2B cells was presented using bar graphs. Each experiment was conducted in triplicate. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 compared with the control group.; C: Control group; T: TGF-β1 treated group; L: LSKL-treated group; T+L: TGF-β1- and LSKL-treated group.

### Regulation of fibrosis through the THBS1/miR-335-3p axis

THBS1 can regulate fibrosis by interacting with TGF-β1 and modulating downstream signaling. Thus, we investigated whether miRNAs could affect the onset of fibrosis by modulating THBS1 expression under TGF-β1 induction. To validate the interaction between the THBS1 gene and the selected miR-335-3p, we transfected the cells with miR-335-3p mimics and inhibitors in both cell lines and assessed the expression of THBS1 and fibrosis markers (Fig 5). After the miR-335-3p mimics were introduced, the THBS1 expression significantly decreased by more than 50% in both cell lines compared with that in the TGF-β1-single-treated group; furthermore, the expression of fibrosis markers significantly decreased (Fig 5B). Subsequently, the THBS1 expression increased by approximately twofold after the treatment with miR-335-3p inhibitors; the expression of fibrosis markers also significantly increased (Fig 5D). Consistent with the previous results, our findings showed that miR-335-3p mimics inhibited alpha-smooth muscle actin, an intracellular fibrosis marker (S2 Fig). These results suggested that miR-335-3p could regulate the THBS1 expression and thus participated in TGF-β1-induced pulmonary fibrosis.

**Fig 5:**
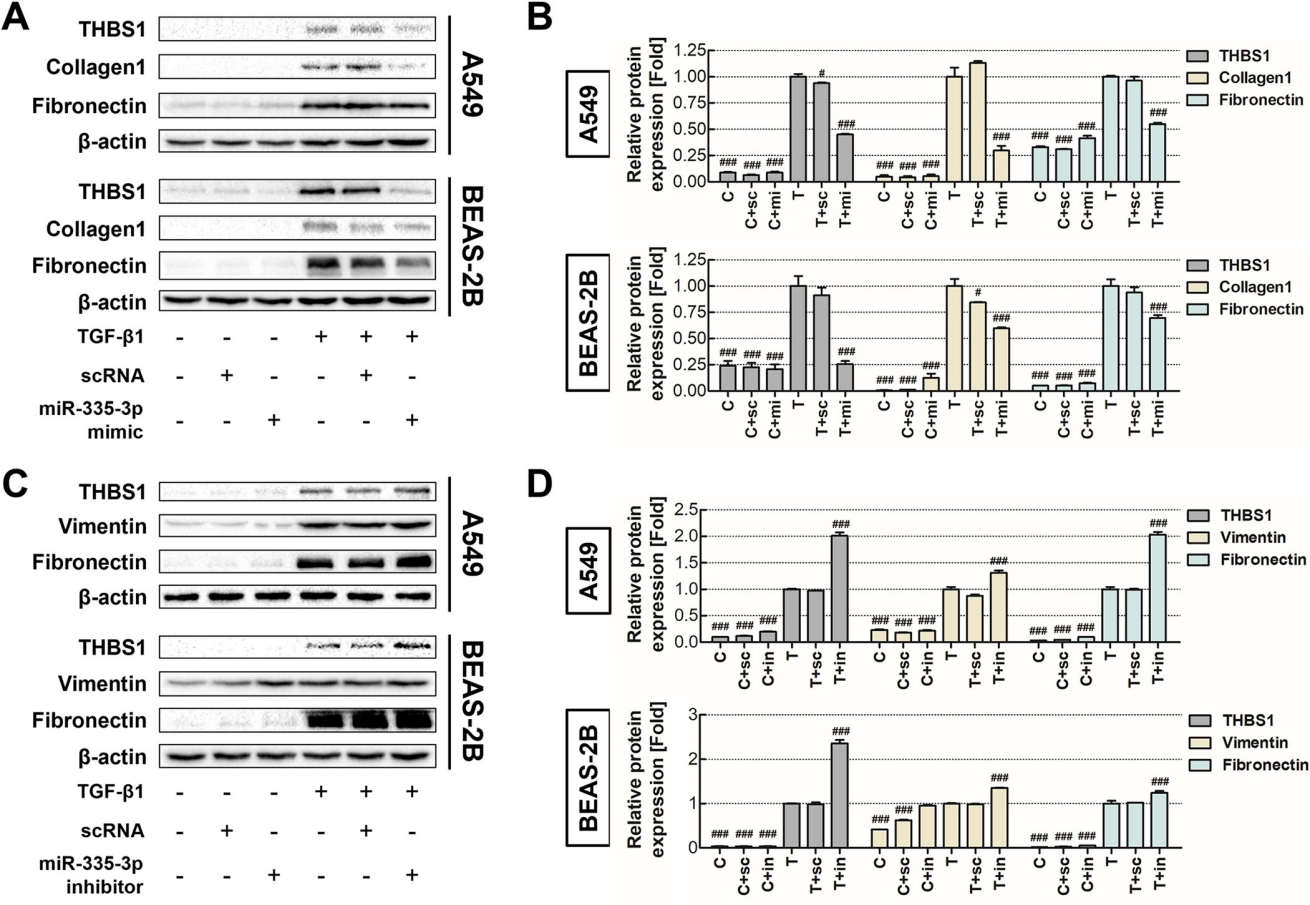
miR-335-3p downregulates THBS1 expression to inhibit fibrosis. The expression of miR-335-3p was altered in A549 and BEAS-2B cell lines to observe the regulatory effect of miR-335-3p on THBS1. **(A, B)** THBS1 expression and fibrosis markers were suppressed following transfection with miR-335-3p mimic. **(C, D)** The upregulation of TBHS1 and fibrotic marker expression were observed after the introduction of miR-335-3p inhibitor. Each experiment was conducted in triplicate. # *p* < 0.05; ## *p* < 0.01; ### *p* < 0.001 compared with the TGF-β1-only-treated group. C: Control group; T: 5 ng/mL TGF-β1-treated group; sc: scrambled RNA-treated group; mi:miR-335-3p mimic-treated group; in: mi:miR-335-3p inhibitor-treated group.

## Discussion

Global aging and environmental pollution, such as fine dust, cause chronic damage to the lungs, consequently increasing the incidence of pulmonary fibrosis [6]. Despite the increasing incidence and severity of pulmonary fibrosis, the exact molecular mechanisms underlying pulmonary fibrosis have not been fully explored [34]. Therefore, further research should be performed to completely understand pulmonary fibrosis.

Exposure to detrimental stimuli and subsequent biological responses increase the TGF-β1 expression and secretion in the respiratory system [35,36]. TGF-β1 is involved in the development of fibrosis by promoting myofibroblast transformation and EMT through various signaling pathways, including SMAD3, PI3K, and extracellular signal-regulated kinases [37–39]. Although several therapeutic agents targeting these downstream pathways have been developed, no definitive cure for pulmonary fibrosis is available [40]. Studies on TGF-β1-mediated molecular mechanisms could offer potential insights into treatments for pulmonary fibrosis. In our study, we established a fibrosis model with A549 and BEAS-2B respiratory epithelial cell lines by treating them with TGF-β1. As shown in Fig 1, we assessed the toxicity of TGF-β1 on respiratory cells and observed the morphological changes in the cells after they were treated with 1–10 ng/mL TGF-β1. The evaluation of key fibrotic factors showed that the expression was significantly changed at 5 and 10 ng/mL, indicating that fibrosis was induced in respiratory cells (Fig 1D and 1E). Combining the data on cellular toxicity, morphological changes, and molecular markers, we determined that the optimal TGF-β1 concentration that could induce fibrosis in pulmonary epithelial cells was 5 ng/mL.

On the basis of the constructed fibrosis model, we performed mRNA transcriptome analysis to identify the key factors and molecular pathways involved in TGF-β1-induced fibrosis. The treatment with 5 ng/mL TGF-β1 significantly altered the expression of numerous genes in A549 and BEAS-2B cells (Fig 2A). GO analysis of 156 DEGs with a common pattern of expressional changes in both cell lines revealed that the genes involved in angiogenesis, ECM organization, fibroblast proliferation, and wound healing were upregulated (Fig 2B). These findings suggested that TGF-β1 treatment could induce multiple biological processes that resulted in fibrosis. To identify the core genes mainly participating in TGF-β1-induced fibrosis, we selected the top 10 GO categories and analyzed the corresponding DEGs. Notably, the THBS1 expression increased in a dose-dependent manner in both cell lines; THBS1 also actively interacted with other DEGs (Fig 2D and 2E). 

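THBS1 had 54, 717 and 1084 counts in A549 cells at 0, 1 and 5 ng/mL TGF-β1. The normalized counts with their counting intervals were 62.6 (47.0 to 81.6), 493 (457 to 530) and 983 (926 to 1044). In BEAS-2B cells, THBS1 had 714, 1601 and 1781 counts. The normalized counts were 796 (739 to 857), 1802 (1714 to 1892) and 2243 (2140 to 2350). The ratio of 5 to 1 ng/mL was 2.00 (1.82 to 2.20) in A549 cells and 1.245 (1.16 to 1.33) in BEAS-2B cells. Over all alternatives that bear on an FC, among them thinned libraries and, chosen after seeing the data, a removed GC trend, the log2 of this ratio stayed between 0.92 and 1.09 and between 0.29 and 0.35. Each dose had 1 library, so these steps exceed counting error but could not be compared with the spread between cultures.

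Among the 8 genes of Table 2, the count at 5 ng/mL exceeded that at 1 ng/mL beyond the counting interval for 7 genes in A549 cells. COL1A1 was lower, with a ratio of 0.897 (0.850 to 0.946). In BEAS-2B cells, 3 genes were higher, namely FN1 (1.04), COL5A1 (1.14) and THBS1. MMP2, COL4A2 and ITGA5 were lower, with ratios of 0.863, 0.959 and 0.864, and COL1A1 and COL4A1 did not differ beyond the interval.

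**Figure D4:**
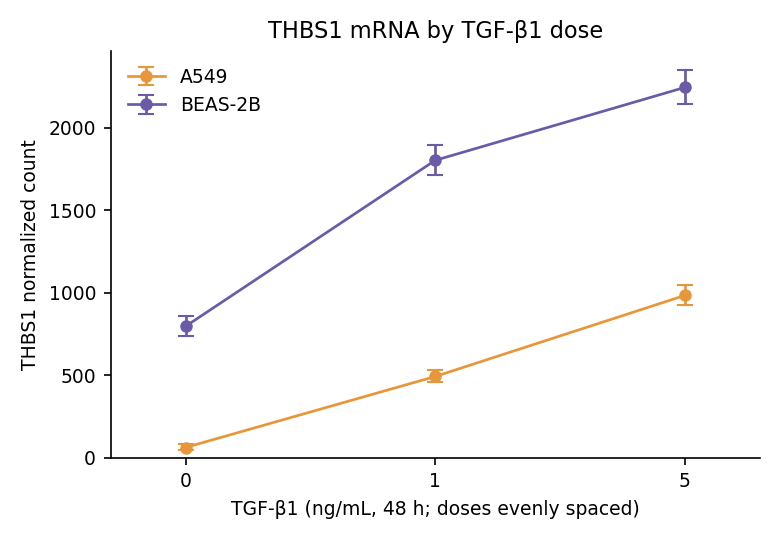
Normalized counts of THBS1 in A549 and BEAS-2B cells at 0, 1 and 5 ng/mL TGF-β1, with 1 library per point and the doses evenly spaced. Bars are 95% counting intervals, and the points rise from 62.6 to 983 in A549 cells and from 796 to 2243 in BEAS-2B cells.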

Using three algorithms to assess the identification of functional clusters of protein nodes, the central role of the largest clique in the network, and the number of interacting proteins, we prioritized eight DEGs within the PPI network (Table 2). Among them, THBS1 was shown to rank highly in all algorithms, suggesting that the THBS1 expression was regulated by TGF-β1 exposure and functionally involved in fibrosis induction. THBS1 is closely involved in the activation of TGF-β1 through structural binding, and the increased TGF-β1 activation can affect cell migration, angiogenesis, fibrosis, and other processes [41,42]. However, most studies on THBS1 have focused only on TGF-β1 activation of THBS1, and research on the increase in THBS1 by TGF-β1 and the mechanisms that induce this is still insufficient. Thus, our study aimed to identify the THBS1-related mechanisms affecting TGF-β1-induced pulmonary fibrosis.

miRNAs have been suggested as key regulators in various diseases, including cancer, fibrosis, and immune disorders, which are closely related to pathogenesis and prognosis [43–45]. Accordingly, we postulated that TGF-β1 might induce changes in the mRNA and miRNA expression, regulating the expression of core genes such as THBS1 and ultimately leading to fibrosis. Transcriptome analysis was conducted to evaluate the changes in miRNA expression following TGF-β1 treatment. On the basis of the miRNA expression that significantly changed in both cell lines, we identified seven miRNAs targeting eight core genes from the fibrosis model (Fig 3A and 3B). Specifically, miR-335-3p was drastically downregulated upon TGF-β1 treatment (Fig 3C). Since miRNAs bind to the 3ʹ-UTR of mRNA to suppress its expression, we analyzed the binding sites of miR-335-3p within the 3ʹ-UTR of THBS1 [26,46]. We identified three binding regions of miR-335-3p, suggesting that miR-335-3p could regulate the THBS1 expression (Fig 3D). Thus, we hypothesized that the TGF-β1-induced reduction of miR-335-3p increases the THBS1 protein expression, which in turn enhances the TGF-β1 activation to accelerate fibrosis.

We aimed to assess the functional association between TGF-β1 and THBS1 on lung fibrosis. To investigate this association, we used LSKL, a known TGF-β1 antagonist inhibiting the binding site of THBS1, to determine whether the TGF-β1-induced increase in THBS1 could ultimately influence the fibrotic features of pulmonary epithelial cells. We evaluated the TGF-β1 downstream molecules, such as SMAD3. We observed that SMAD3 activation and fibrosis marker expression significantly decreased (Fig 4). These results implied that the THBS1/TGF-β1 interaction might induce a positive feedback loop, thus enhancing TGF-β1 activation and promoting fibrosis.

To verify the effect of the THBS1/miR-335-3p interaction on fibrosis, we treated the TGF-β1-induced fibrosis model with miR-335-3p mimic and inhibitor. Protein expression analysis showed that the presence or absence of miR-335-3p influenced the THBS1 expression and subsequently altered the expression of fibrosis markers in both cell lines (Figs 5 and S2). These findings suggested that miR-335-3p could downregulate the expression of THBS1, playing a critical role in the development of TGF-β1-induced fibrosis; it might also serve as a potential therapeutic target.

In this study, we aimed to discover the unknown underlying the change in miRNA expression by TGF-β1 and its correlation with the fibrosis phenotype. To investigate this, we constructed a fibrosis model by using TGF-β1 to simulate the development of fibrosis and investigated the changes in the miRNA/mRNA expression associated with TGF-β1-induced fibrosis. Exposure to TGF-β1 led to morphological and molecular changes in A549 and BEAS-2B pulmonary epithelial cell lines, altering the expressional patterns of mRNAs and miRNAs. Specifically, TGF-β1 exposure caused a substantial increase in the THBS1 expression which was caused by a decrease in the miR-335-3p expression; thus, TGF-β1 signaling was activated, and the expression of fibrosis markers was upregulated. Further study should be conducted to elucidate by which molecular pathway the expression of miR-335-3p is regulated in TGF-β1-induced fibrosis. Moreover, investigating whether the interaction between miR-335-3p and THBS1 acts as a core mechanism in fibrosis caused by factors other than TGF-β1 is expected to be valuable in developing treatments for this typically refractory condition. Our research, for the first time, demonstrated that the interaction between miR-335-3p and THBS1 contributed to the development of TGF-β1-induced fibrosis. This study offered a new approach to investigating the pathogenesis of pulmonary fibrosis and described potential therapeutic targets.

## Supporting information

S1 Table Selection of core genes through PPI algorithm.

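S1 Table ranks genes by scores of the PPI network. DEGREE counts how many partners a protein has. MNC takes the largest connected group among the partners of a protein. MCC adds up the fully connected groups that contain the protein. Each score depends on the network alone and not on how strongly a gene changed. Besides the genes of Table 2, S1 Table includes TGFBI, CDH2 and VCAN. At 5 ng/mL TGF-β1, the FC in A549 cells was 7.64 for TGFBI, 3.76 for CDH2 and 2.39 for VCAN. In BEAS-2B cells, the FC of the same genes was 6.08, 2.47 and 18.0 in this order. The 13 genes of S1 Table had a median log2 FC of 3.20 in A549 cells and 3.00 in BEAS-2B cells. Both lay at the 100th percentile of matched random lists, and all 13 were picked by the study from these libraries.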

S2 Table Selection of miRNAs that can target core genes.

S1 Fig Core genes were selected through PPI analysis based on three algorithms. Among 46 DEGs whose expression significantly changed in A549 and BEAS-2B cell lines, the core genes were selected using three algorithms: MCC, MNC, and DEGREE. **(A)** The top 10 genes were prioritized using MCC analysis, which identifies the largest clique within the PPI network and selects the central proteins within the clique. **(B)** The priority of the top 10 genes was evaluated through MNC, which identifies clusters of protein nodes that are more functionally connected to each other and selects the central proteins within the cluster. **(C)** The top 10 genes were prioritized based on DEGREE analysis, which selects core proteins based on the number of interactions proteins have in the network.
(TIF)

S2 Fig miR-335-3p modulates intracellular fibrotic marker expression in respiratory epithelial cells. **(A, B)** Following treatment with TGF-β1 and miR-335-3p mimic transfection in A549 and BEAS-2B cell lines, intracellular expression of the fibrotic marker α-smooth muscle actin (α-SMA) was assessed using fluorescence imaging. Green indicates intracellular expression of α-SMA, whereas blue DAPI staining indicates nuclei. **(C)** The expressional value of intracellular α-SMA was quantified by the ratio of green and blue fluorescence values and was presented as a bar graph. C: Control group; sc: scrambled RNA treated group; mi: miR-335-3p mimic treated group; T: TGF-β1 treated group.
(TIF)

S1 Raw image

# Supplementary material for: miR-335-3p attenuates transforming growth factor beta 1-induced fibrosis by suppressing Thrombospondin 1
**Source:** PLoS One. 2024 Oct 7;19(10):e0311594. doi: 10.1371/journal.pone.0311594
**Supplement:** S1 Table

**S1 Table. Analysis of core genes through three PPI algorithms**

| Top 10 genes ranked  by MCC | | | Top 10 genes ranked  by MNC | | | Top 10 genes ranked  by DEGREE | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene name | Rank | Score | Gene name | Rank | Score | Gene name | Rank | Score |
| FN1 | 1 | 306102 | FN1 | 1 | 27 | FN1 | 1 | 27 |
| COL1A1 | 2 | 305407 | THBS1 | 2 | 22 | THBS1 | 2 | 22 |
| THBS1 | 3 | 305136 | COL1A1 | 3 | 21 | COL1A1 | 3 | 21 |
| COL4A1 | 4 | 293880 | MMP2 | 3 | 21 | MMP2 | 3 | 21 |
| COL5A1 | 5 | 288120 | COL4A2 | 5 | 17 | COL4A2 | 5 | 17 |
| MMP2 | 6 | 218601 | COL4A1 | 5 | 17 | COL4A1 | 5 | 17 |
| COL4A2 | 7 | 208200 | SERPINE1 | 7 | 16 | SERPINE1 | 7 | 16 |
| ITGA5 | 8 | 171576 | ITGA5 | 7 | 16 | ITGA5 | 7 | 16 |
| TGFBI | 9 | 162000 | COL5A1 | 9 | 15 | COL5A1 | 9 | 15 |
| LAMC2 | 10 | 121032 | CDH2 | 10 | 13 | VCAN | 10 | 13 |

# Supplementary material for: miR-335-3p attenuates transforming growth factor beta 1-induced fibrosis by suppressing Thrombospondin 1
**Source:** PLoS One. 2024 Oct 7;19(10):e0311594. doi: 10.1371/journal.pone.0311594
**Supplement:** S2 Table

**S2 Table. Selection of miRNAs that can target core genes**

| **miRNA** | **Fold change (5 μM)** | | **Selected targets of miRNA in core genes** |
| --- | --- | --- | --- |
|  | **A549** | **BEAS-2B** |  |
| hsa-let-7e-5p | 1.483 | 1.431 | THBS1, COL1A1, COL4A1, COL4A2 |
| hsa-miR-17-5p | 0.641 | 1.591 | MMP2, COL4A1, COL4A2 |
| hsa-miR-20a-5p | 0.691 | 1.751 | MMP2, COL4A1, COL4A2 |
| hsa-miR-27a-5p | 5.276 | 2.508 | FN1 |
| hsa-miR-374b-5p | 0.444 | 1.500 | COL4A1 |
| hsa-miR-3184-5p | 1.410 | 0.677 | COL1A1, ITGA5 |
| hsa-miR-335-3p | 0.673 | 0.148 | THBS1, COL4A1 |

# Supplementary material for: miR-335-3p attenuates transforming growth factor beta 1-induced fibrosis by suppressing Thrombospondin 1
**Source:** PLoS One. 2024 Oct 7;19(10):e0311594. doi: 10.1371/journal.pone.0311594

# miR-335-3p attenuates Transforming growth factor 1- induced fibrosis by suppressing Thrombospondin 1

Western blot raw data

Dong-Hee Han, Min Kyoung Shin, Jung-Suk Sung\*, Min Kim\*

**PM2510**

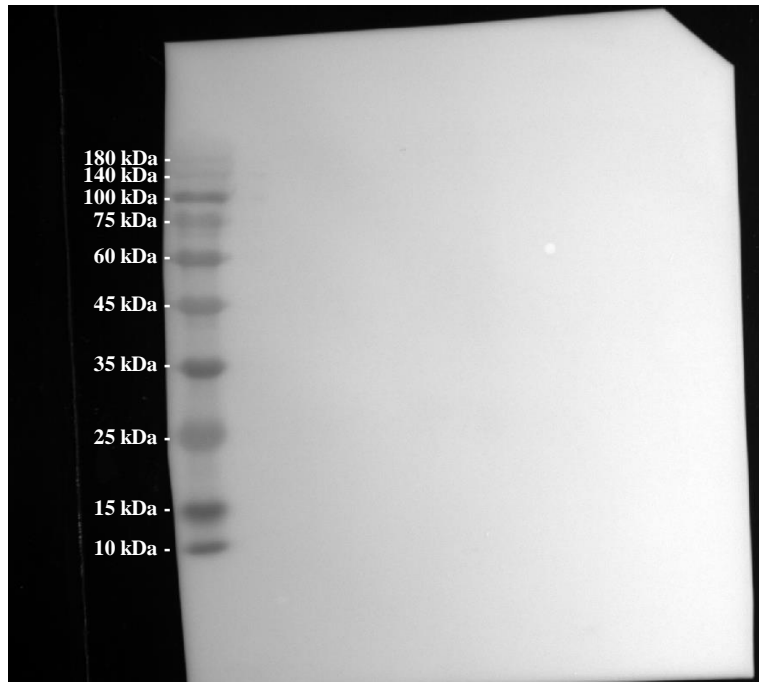

**P8500-040**

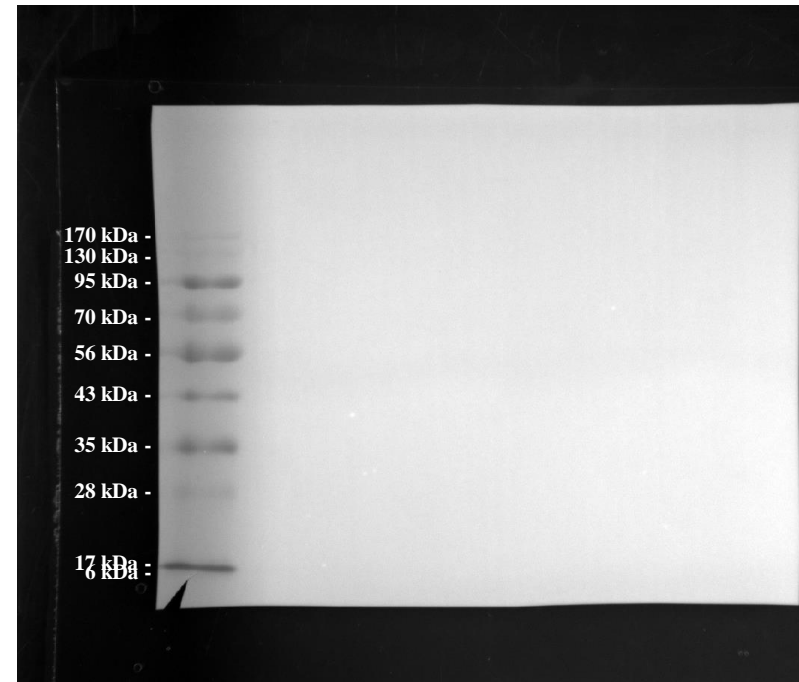

Protein ladder used in this study

# Figure 1. raw data

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 1E. A549\_N-cadherin (host : Mouse)

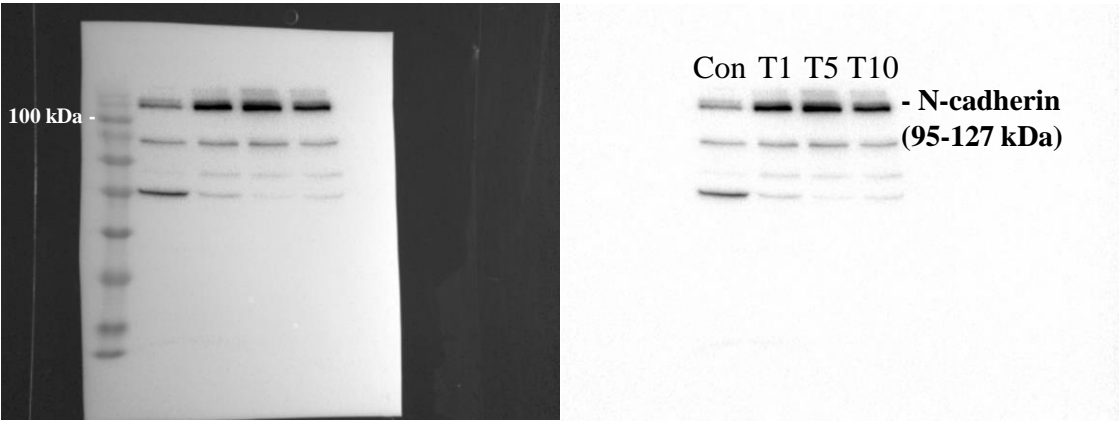

Figure 1E. A549\_Fibronectin (host : Mouse)

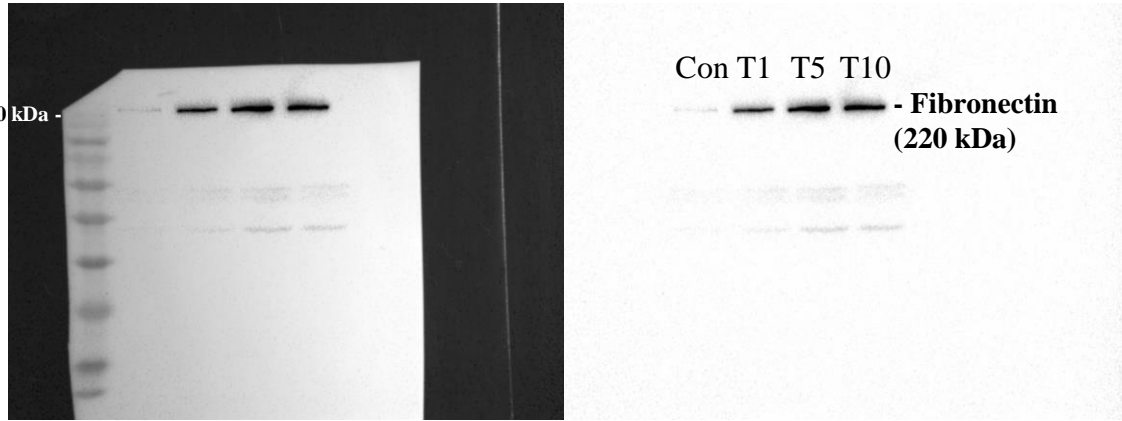

Figure 1E. A549\_β-actin (host : Mouse)

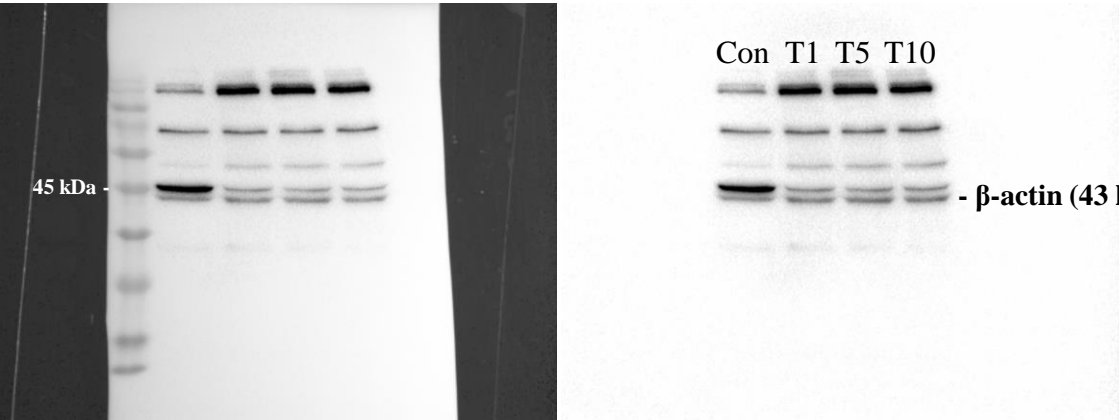

Figure 1E. A549\_β-actin (host : Mouse)

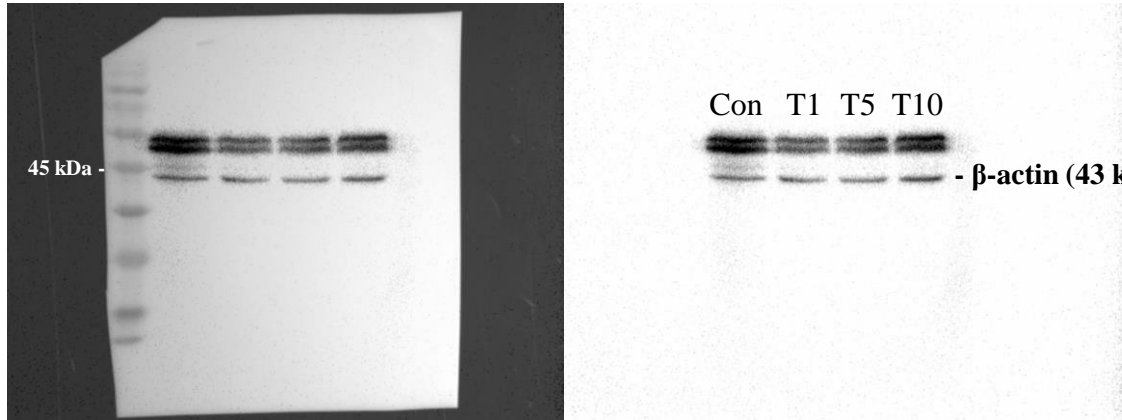

# Figure 1. raw data

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 1E. A549\_Collagen1 (host : Rabbit)

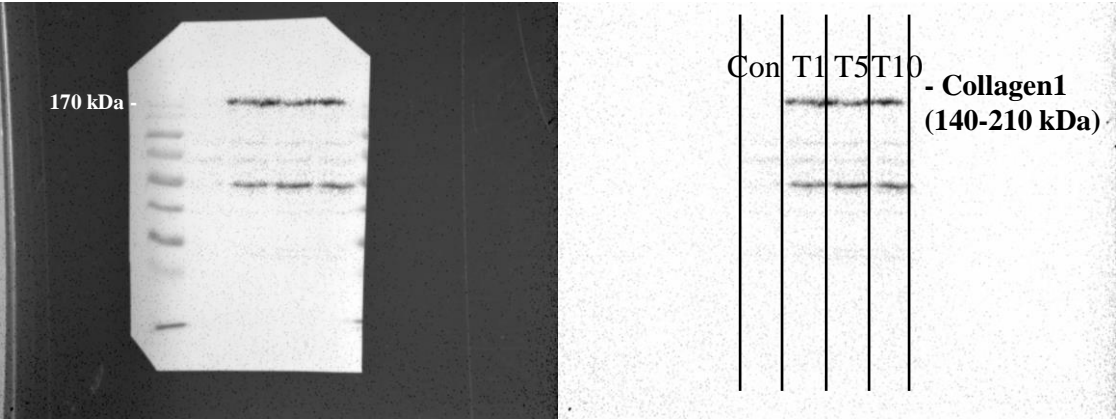

Figure 1E. BEAS-2B\_N-cadherin (host : Mouse)

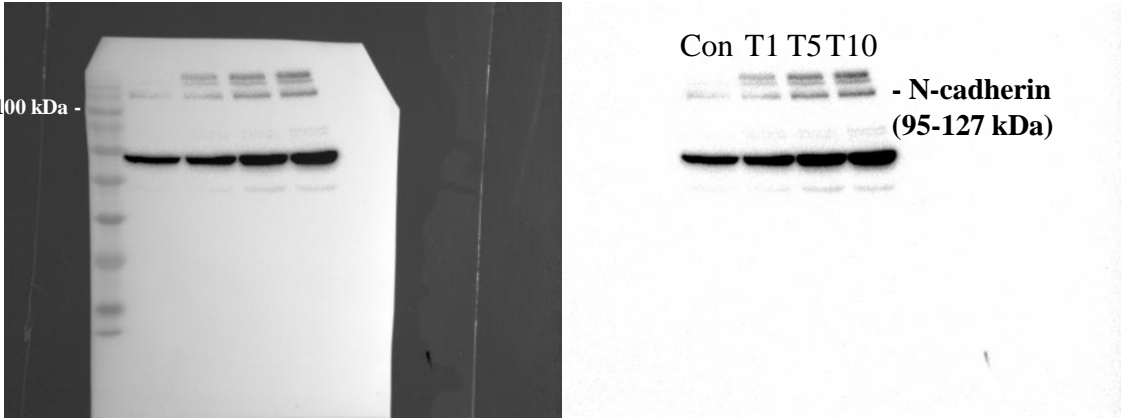

Figure 1E. A549\_β-actin (host : Mouse)

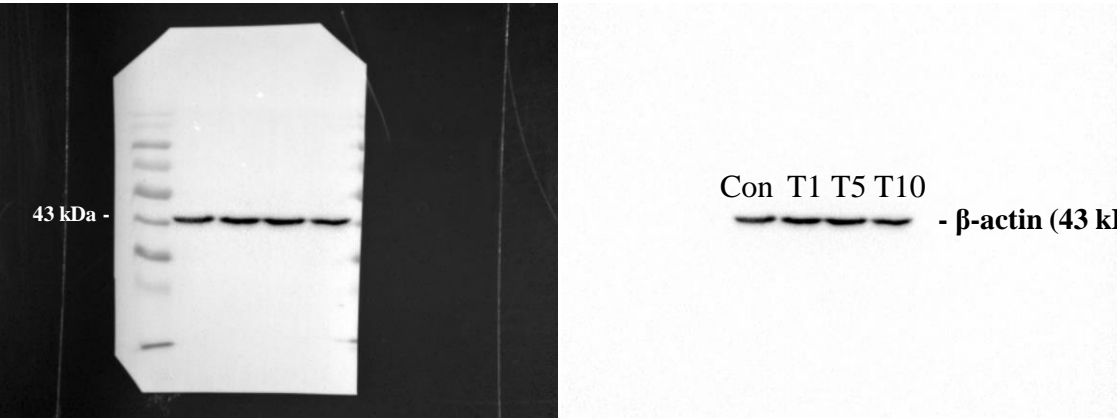

Figure 1E. BEAS-2B\_β-actin (host : Mouse)

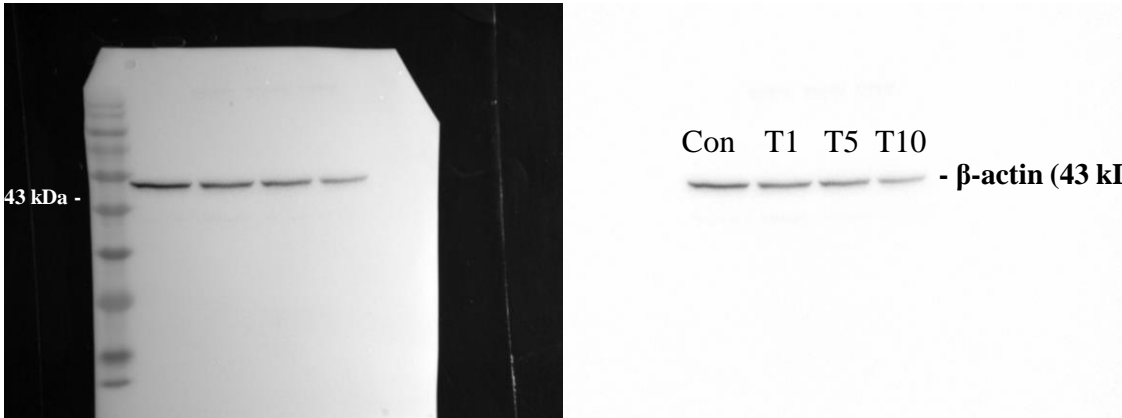

# Figure 1. raw data

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 1E. BEAS-2B\_Fibronectin (host : Mouse)

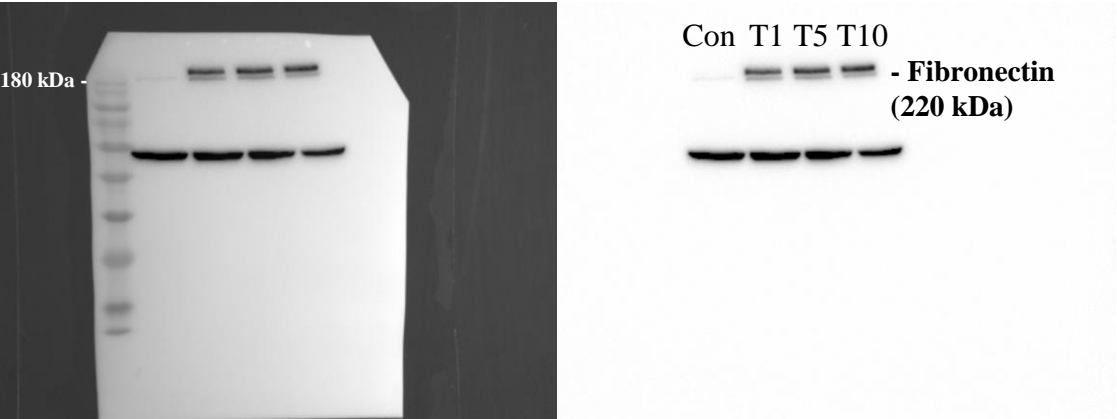

Figure 1E. BEAS-2B\_Collagen1 (host : Rabbit)

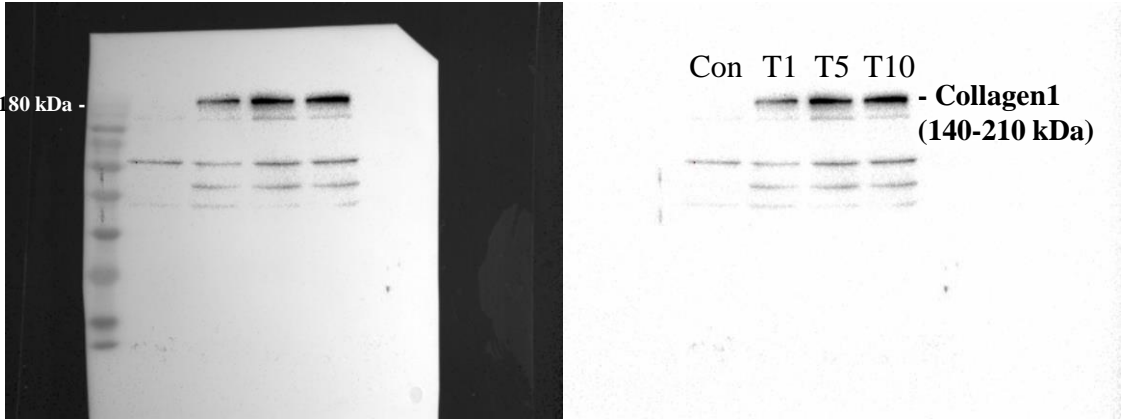

Figure 1E. BEAS-2B\_β-actin (host : Mouse)

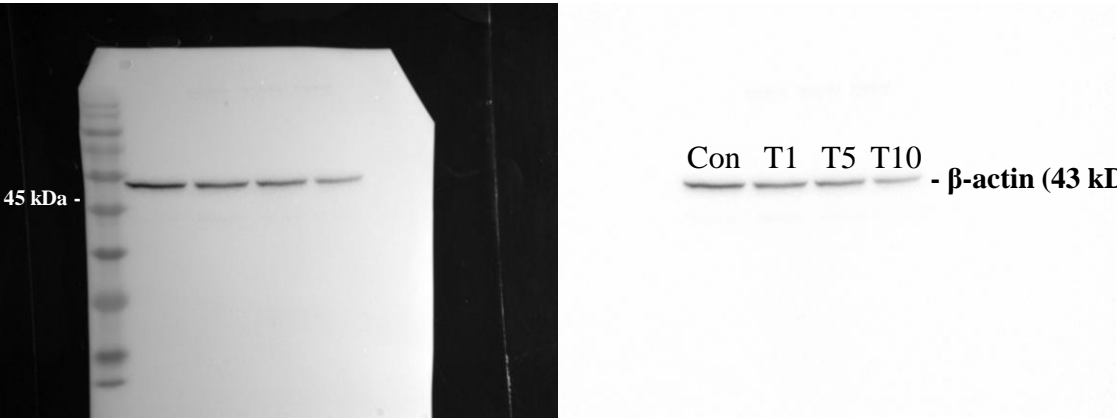

Figure 1E. BEAS-2B\_β-actin (host : Mouse)

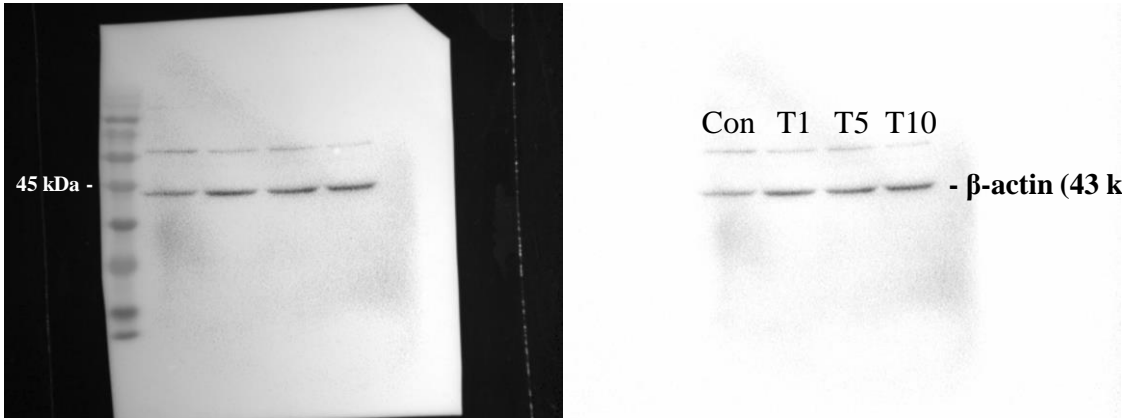

**Figure 4. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 4A. A549\_p-SMAD3 (host : Mouse)

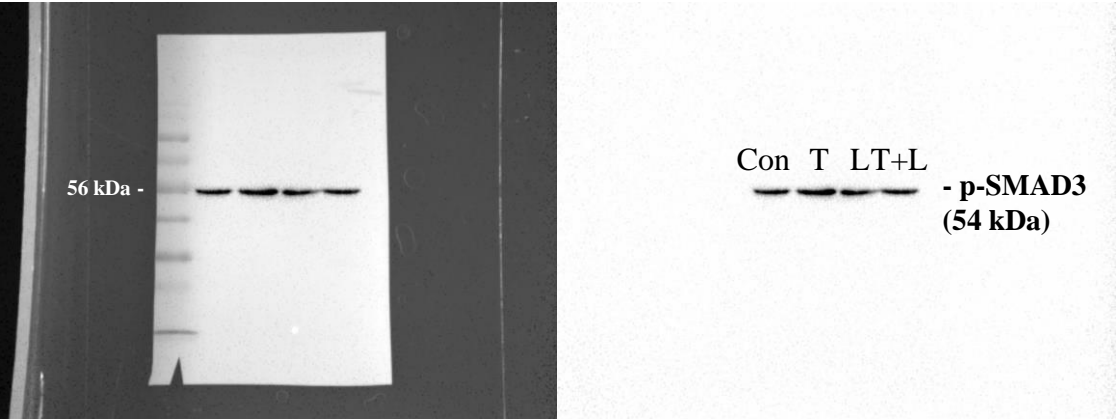

Figure 4A. A549\_t-SMAD3 (host : Mouse)

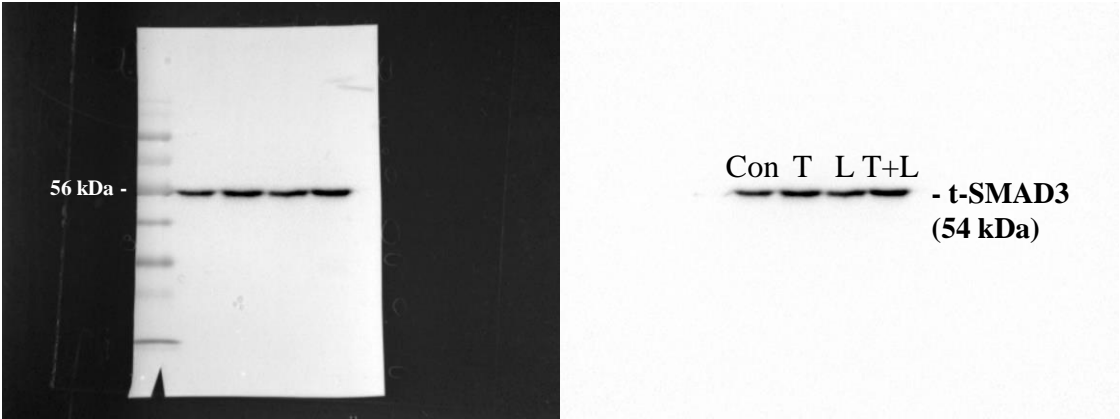

Figure 4A. A549\_  $\beta$ -actin (host : Mouse)

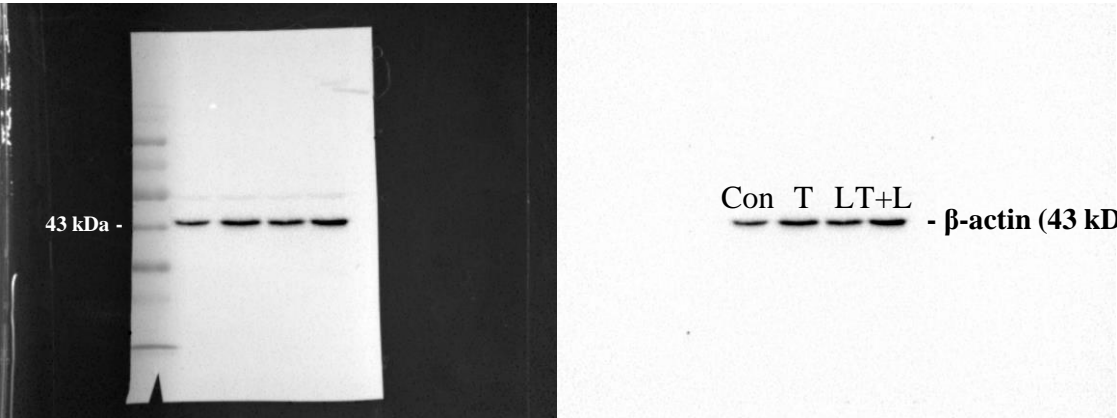

# Figure 4. raw data

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 4A. A549\_Fibronectin (host : Mouse)

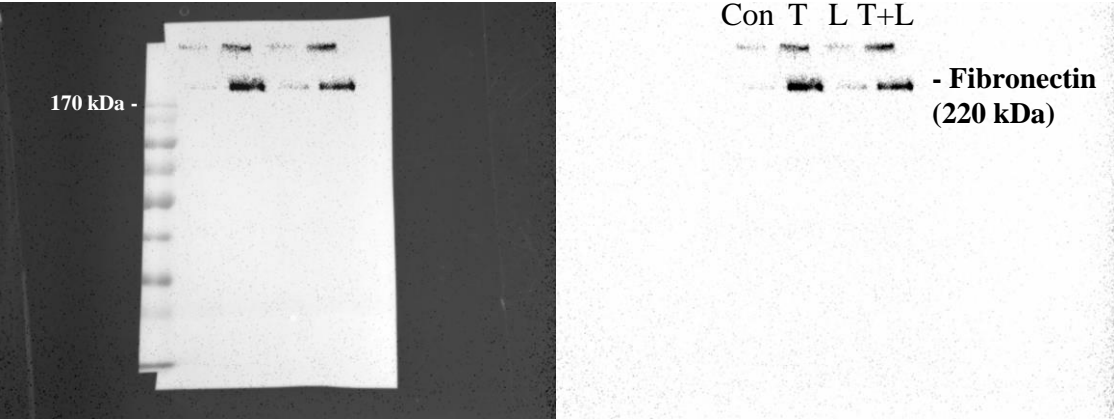

Figure 4A. A549\_Collagen1 (host : Rabbit)

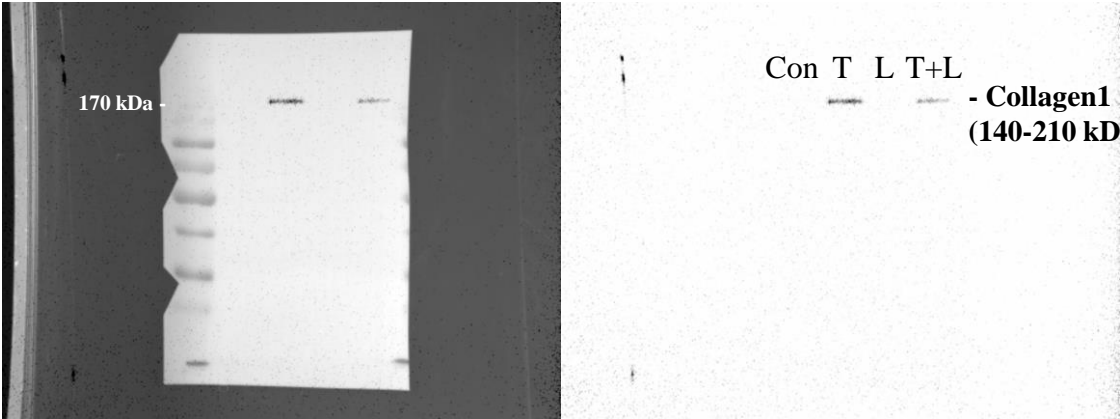

Figure 4A. A549\_  $\beta$ -actin (host : Mouse)

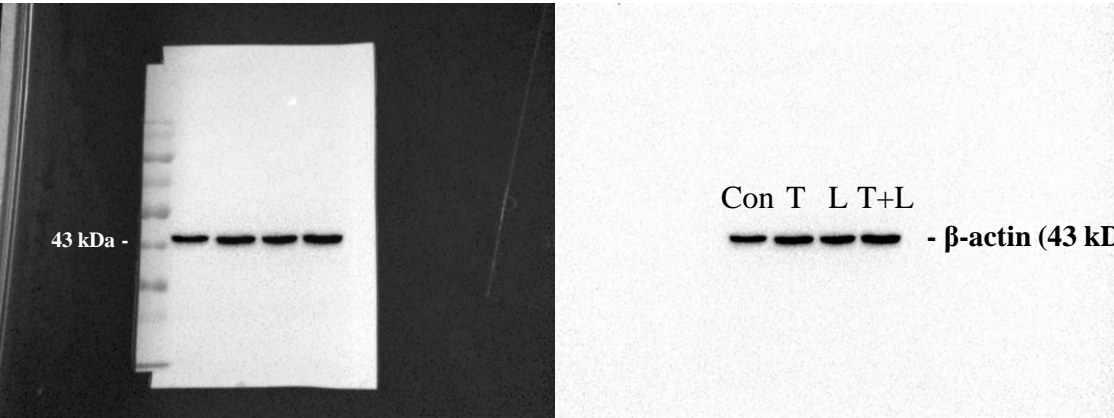

Figure 4A. A549\_  $\beta$ -actin (host : Mouse)

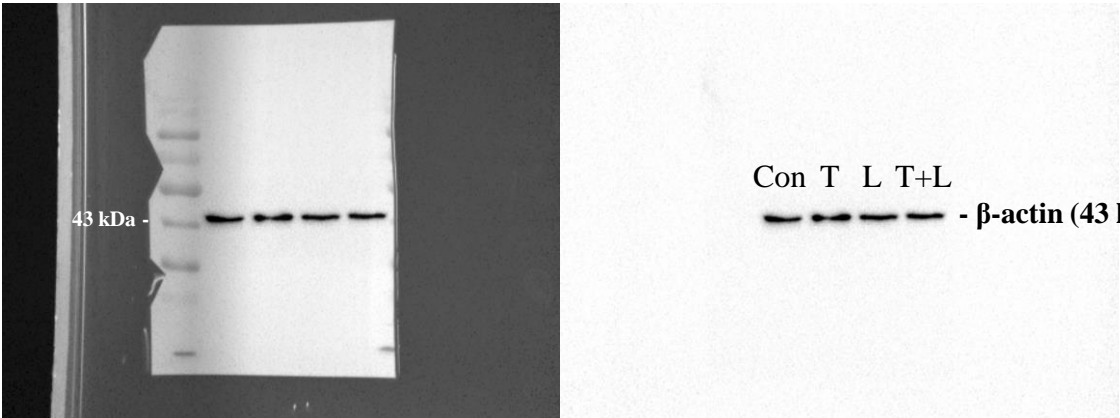

**Figure 4. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 4A. BEAS-2B \_p-SMAD3 (host : Mouse)

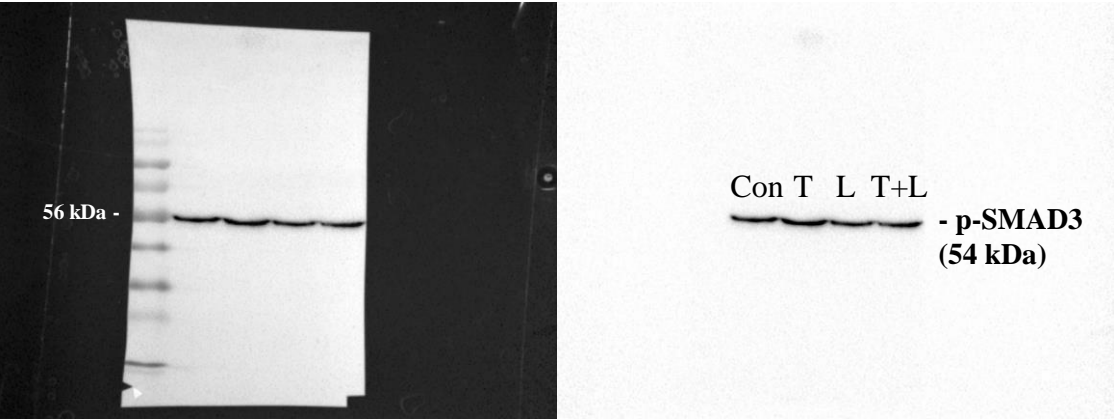

Figure 4A. BEAS-2B \_t-SMAD3 (host : Mouse)

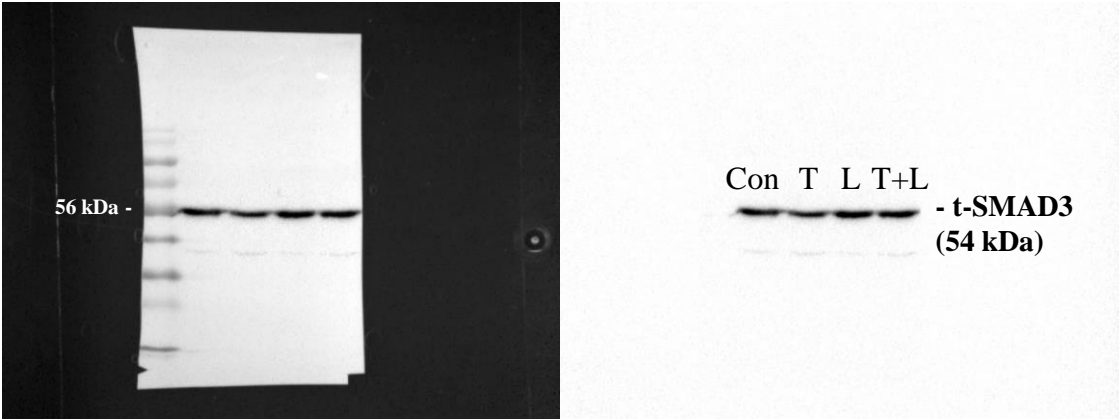

Figure 4A. BEAS-2B \_β-actin (host : Mouse)

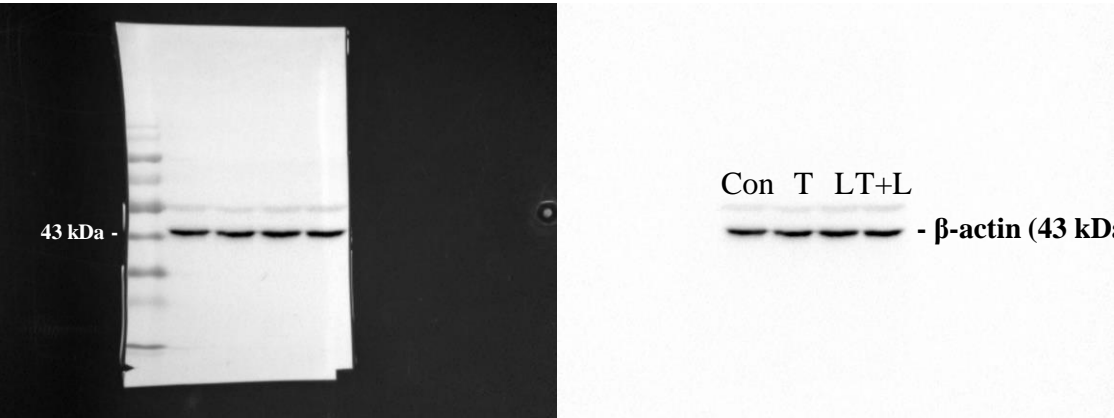

# Figure 4. raw data

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 4A. BEAS-2B\_Fibronectin (host : Mouse)

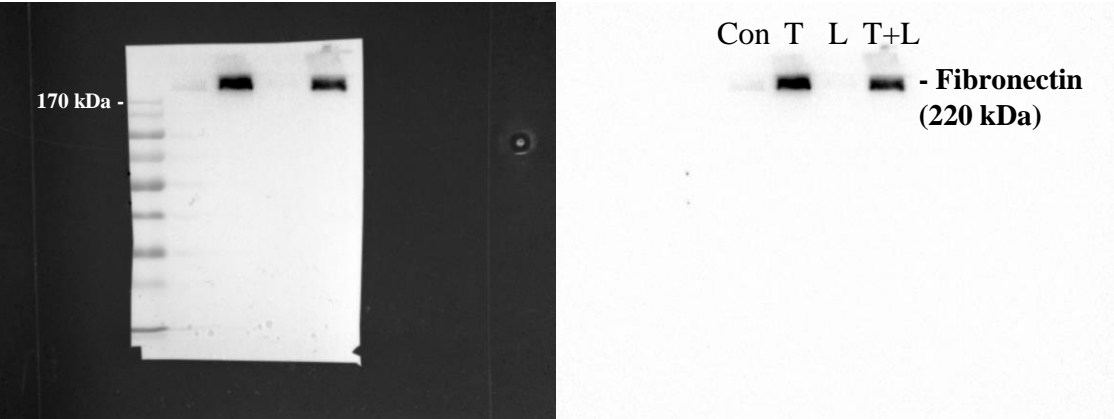

↑Same blot↓

Figure 4A. BEAS-2B\_β-actin (host : Mouse)

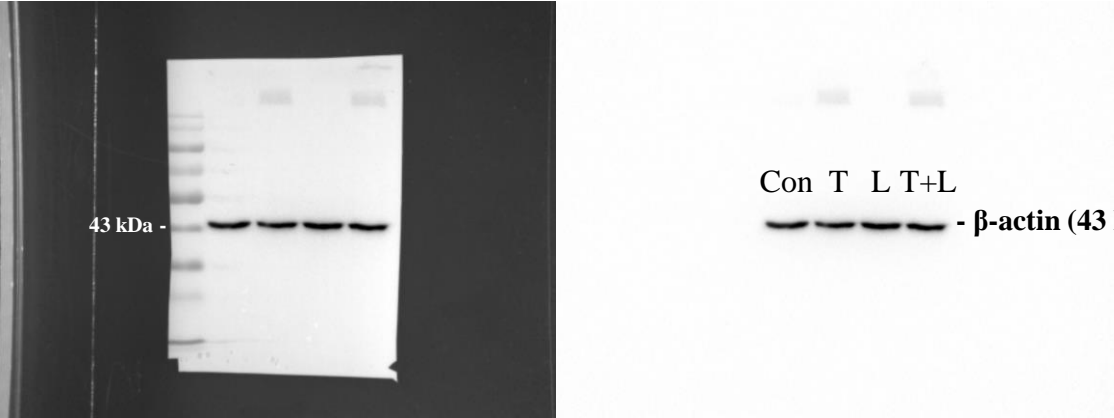

Figure 4A. BEAS-2B\_Collagen1 (host : Rabbit)

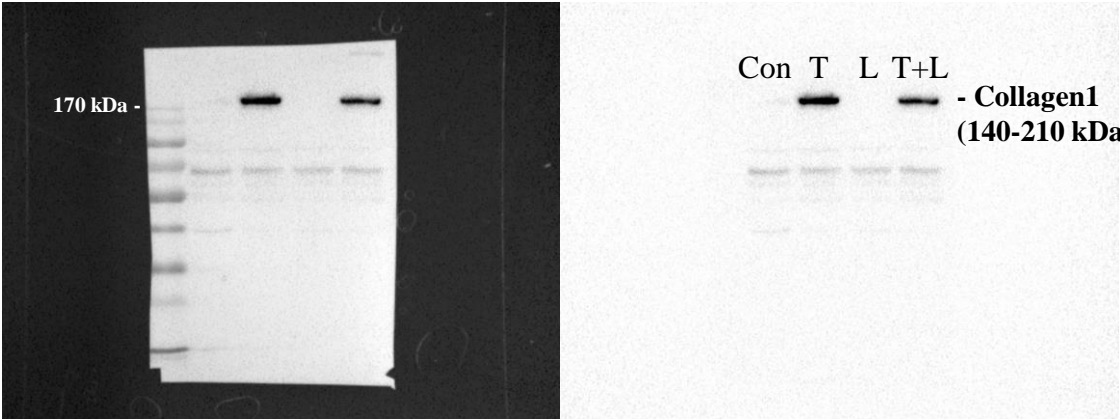

Figure 4A. BEAS-2B\_β-actin (host : Mouse)

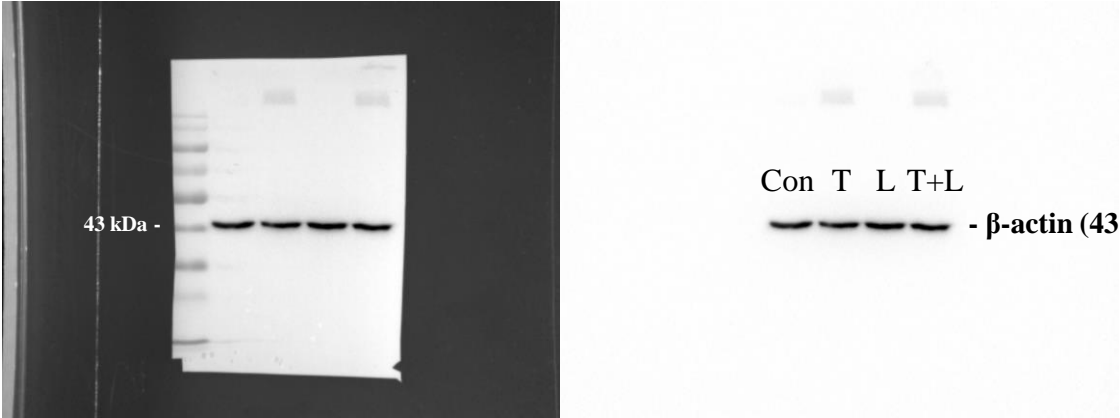

**Figure 5. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 5A. A549\_THBS1 (host : Mouse)

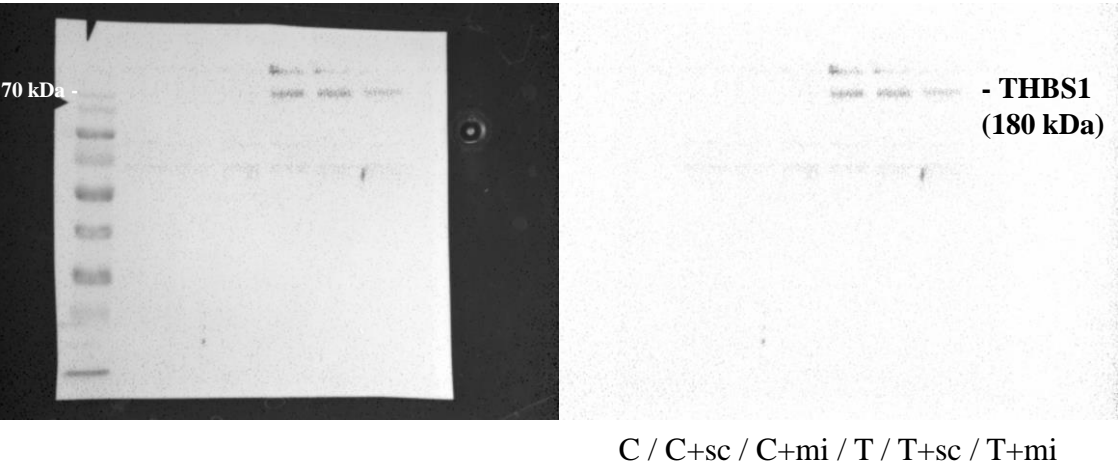

Figure 5A. A549\_Collagen1 (host : Rabbit)

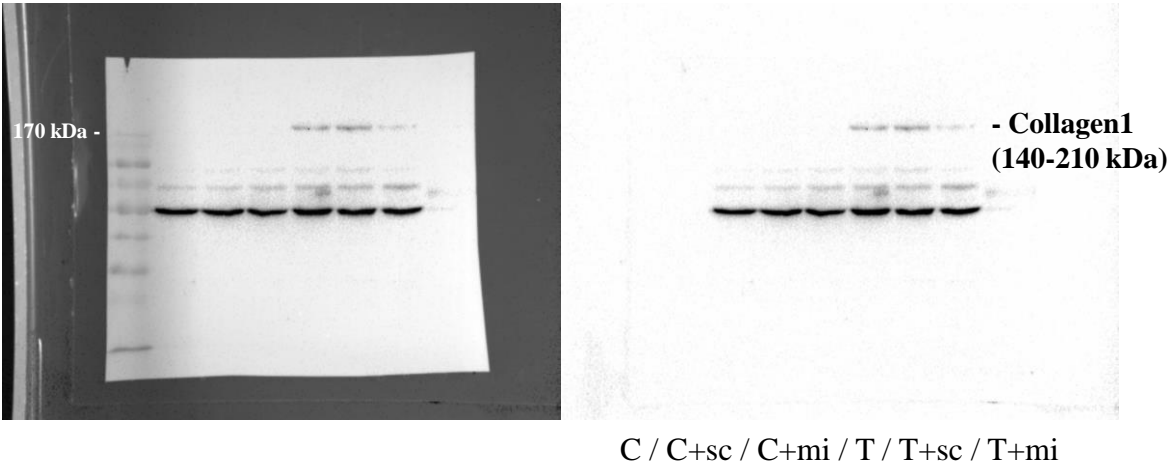

Figure 5A. A549\_β-actin (host : Mouse)

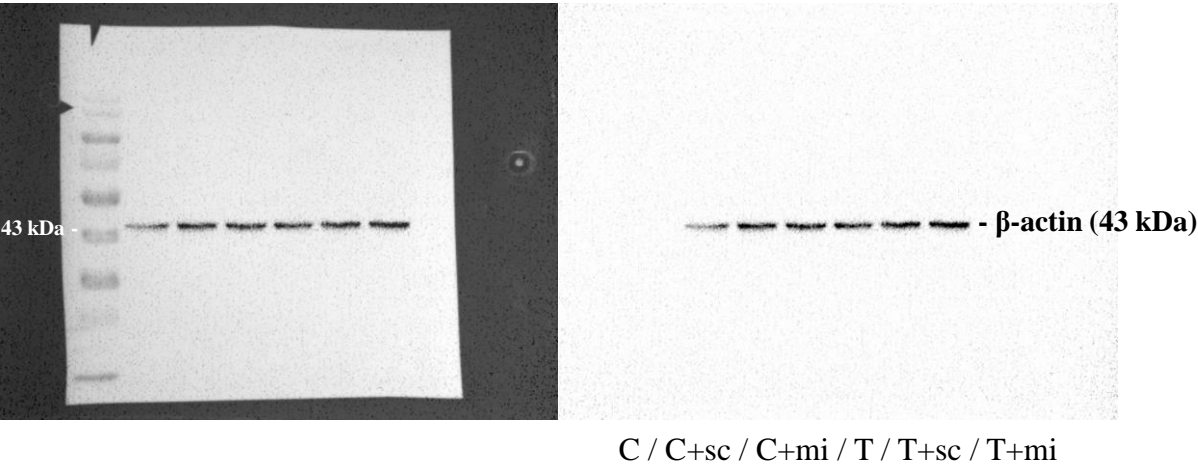

Figure 5A. A549\_β-actin (host : Mouse)

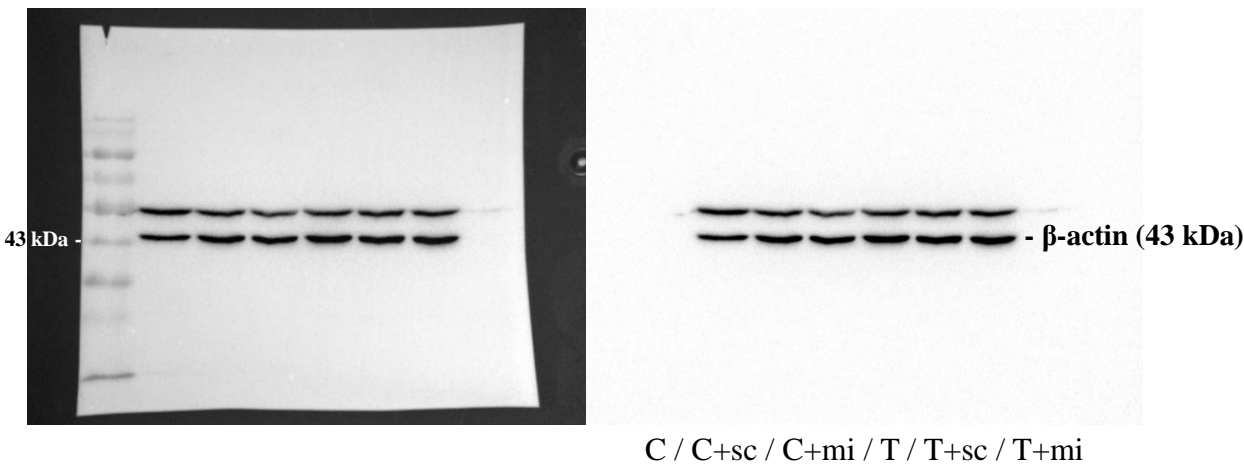

**Figure 5. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 5A. A549\_Fibronectin (host : Mouse)

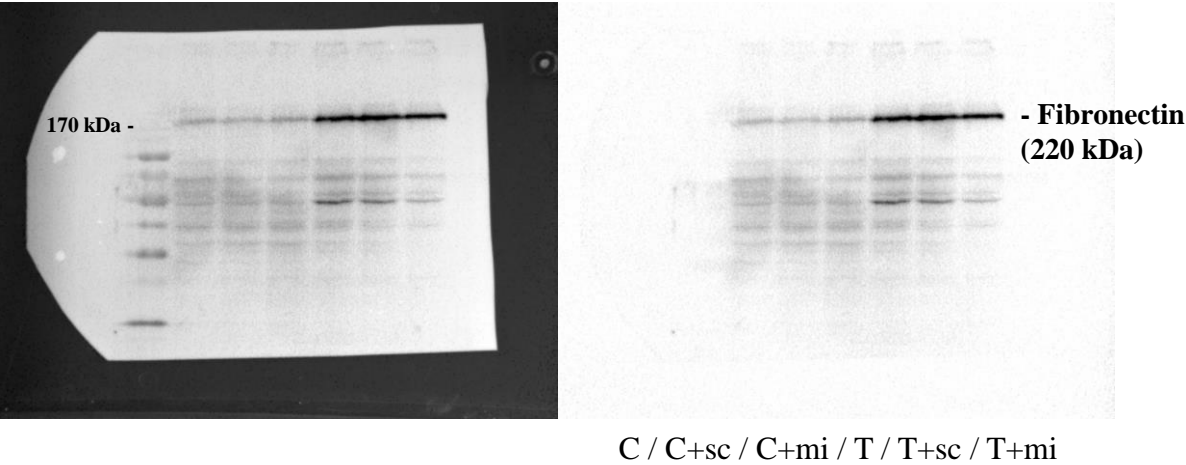

Figure 5A. BEAS-2B\_THBS1 (host : Mouse)

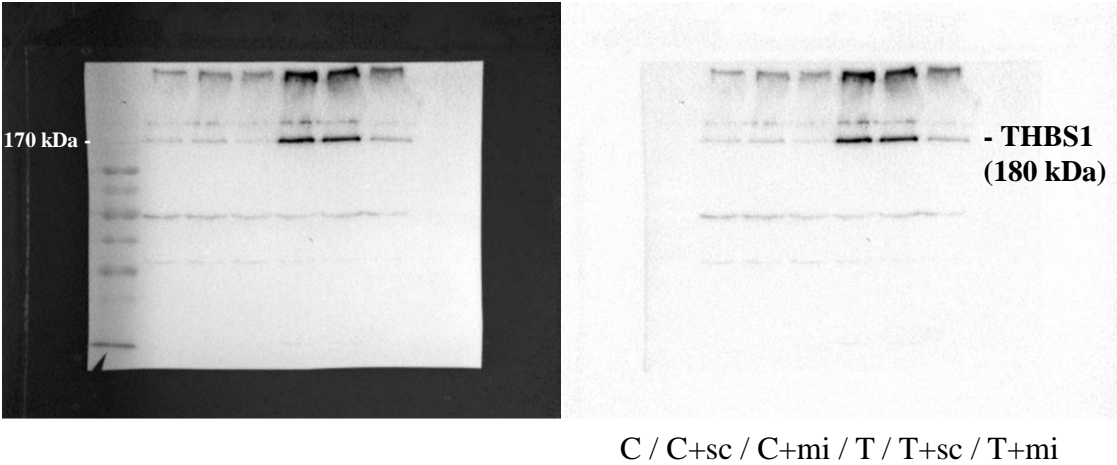

Figure 5A. A549\_  $\beta$ -actin (host : Mouse)

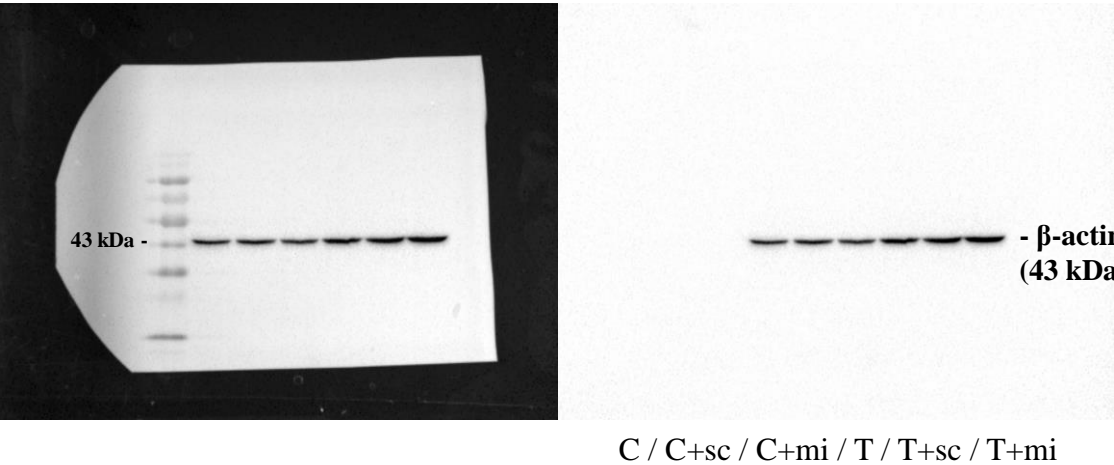

Figure 5A. BEAS-2B\_  $\beta$ -actin (host : Mouse)

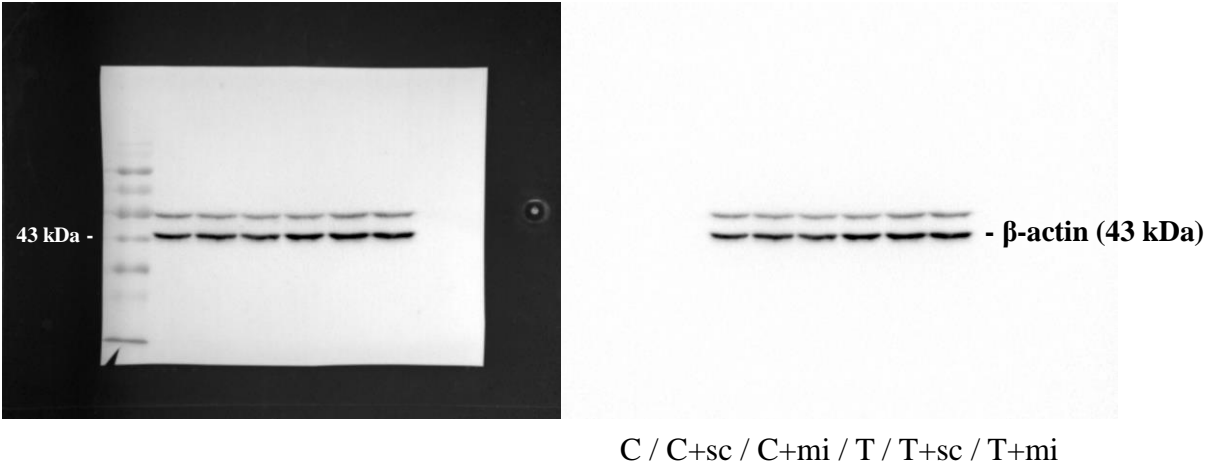

**Figure 5. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 5A. BEAS-2B\_Collagen1 (host : Rabbit)

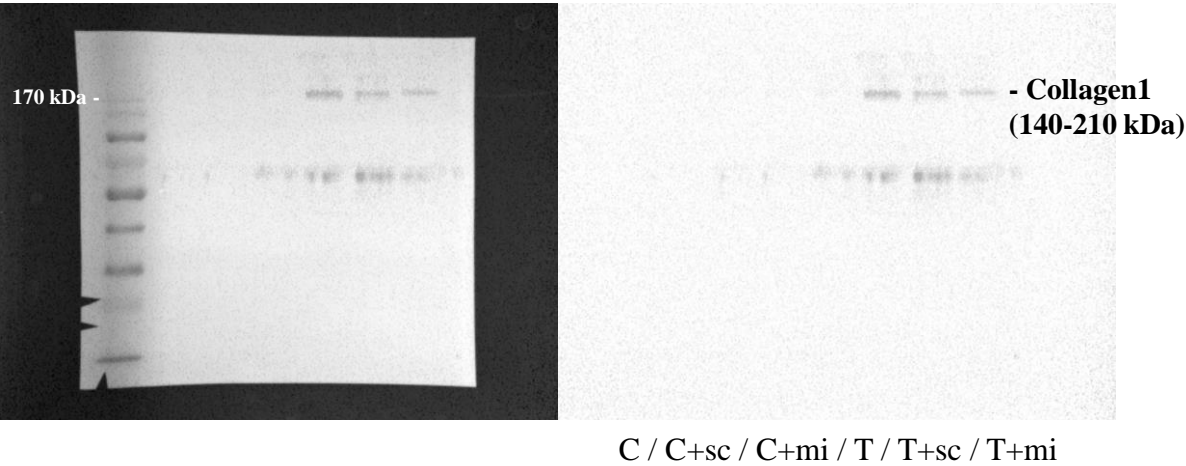

Figure 5A. BEAS-2B \_Fibronectin (host : Mouse)

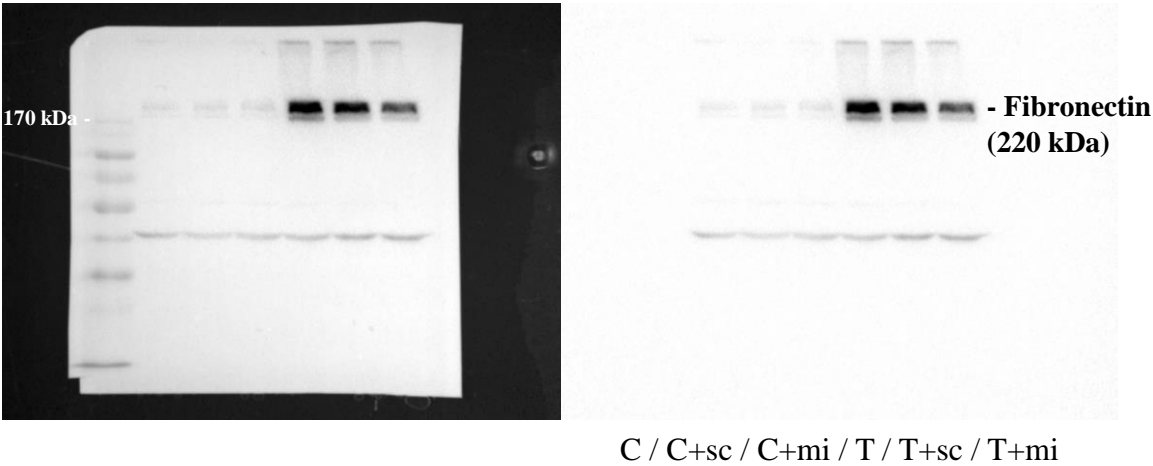

Figure 5A. BEAS-2B \_  $\beta$ -actin (host : Mouse)

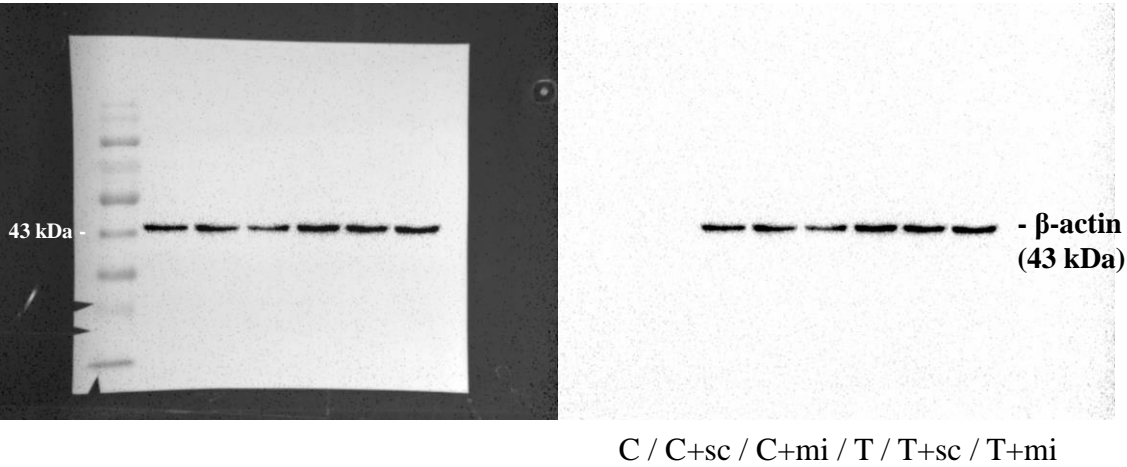

Figure 5A. BEAS-2B \_  $\beta$ -actin (host : Mouse)

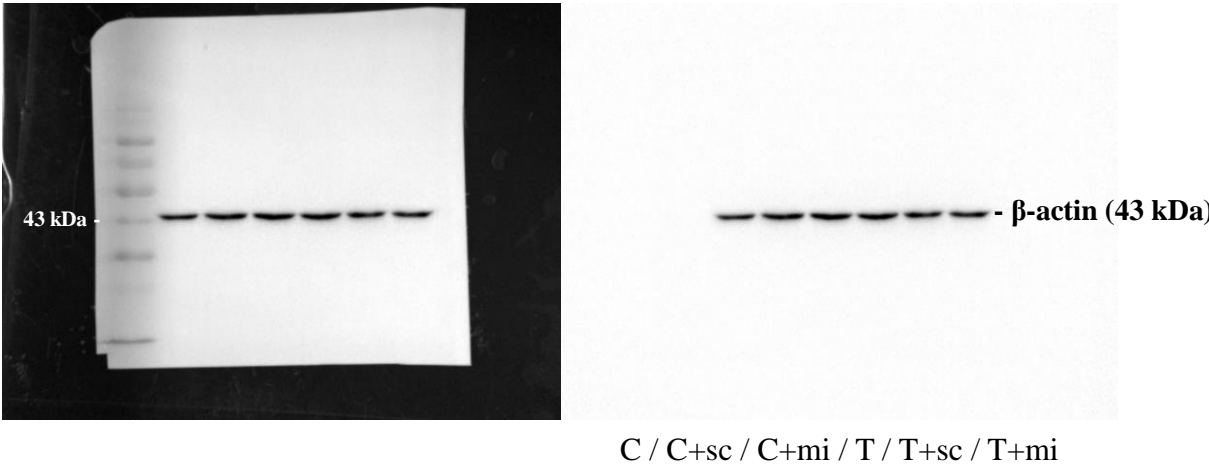

**Figure 5. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 5C. A549\_THBS1 (host : Mouse)

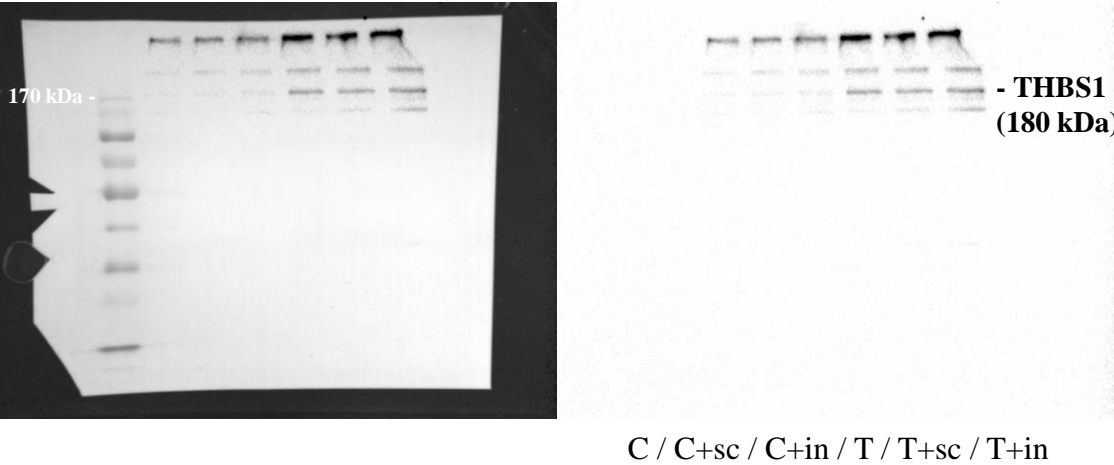

Figure 5C. A549\_Vimentin (host : Mouse)

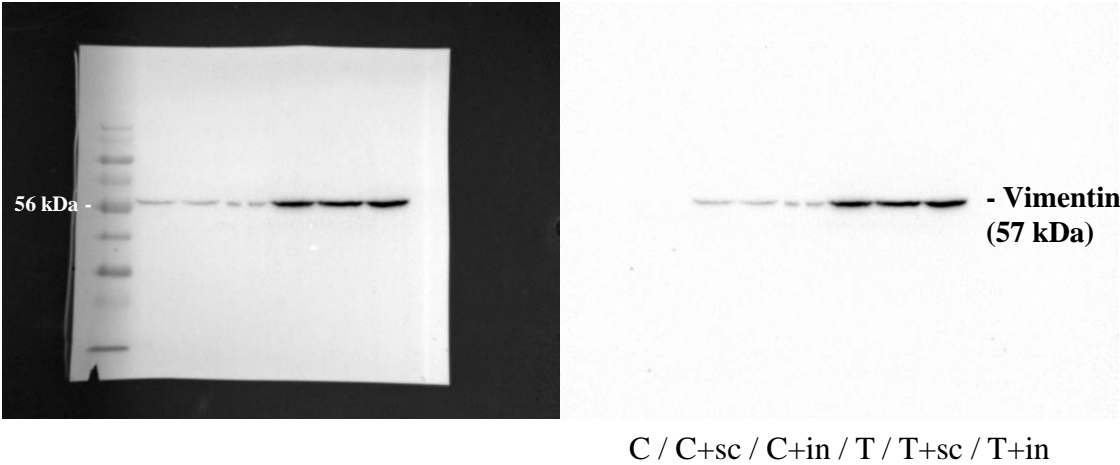

Figure 5C. A549\_  $\beta$ -actin (host : Mouse)

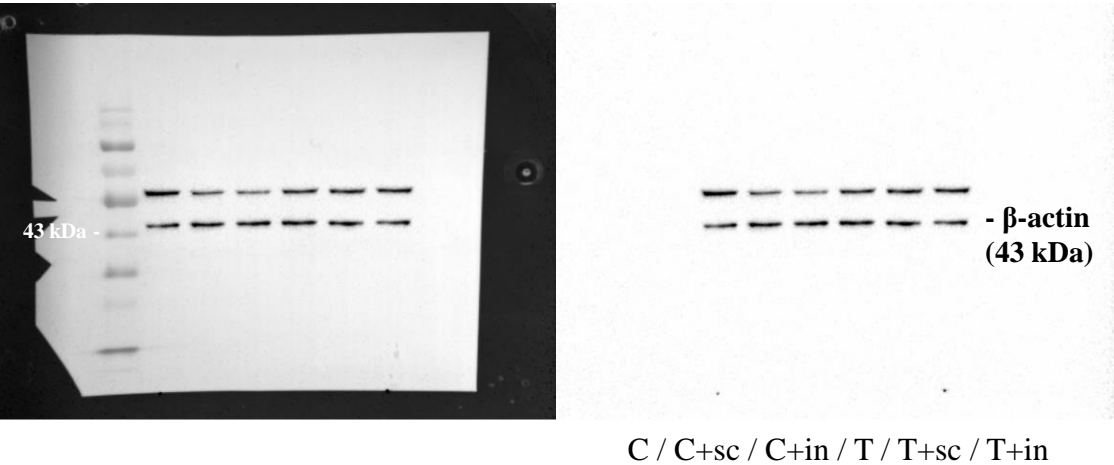

Figure 5C. A549\_  $\beta$ -actin (host : Mouse)

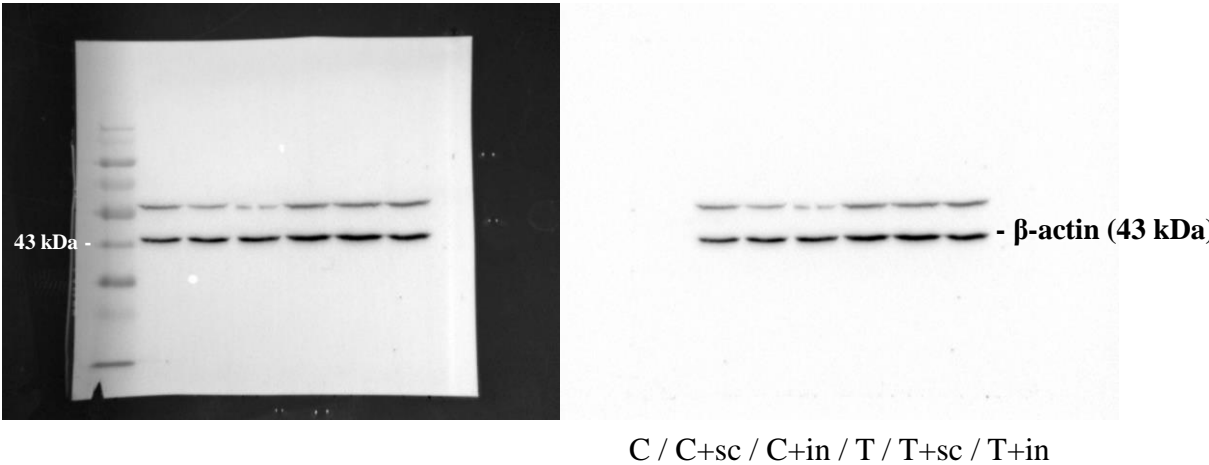

**Figure 5. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 5C. A549\_Fibronectin (host : Mouse)

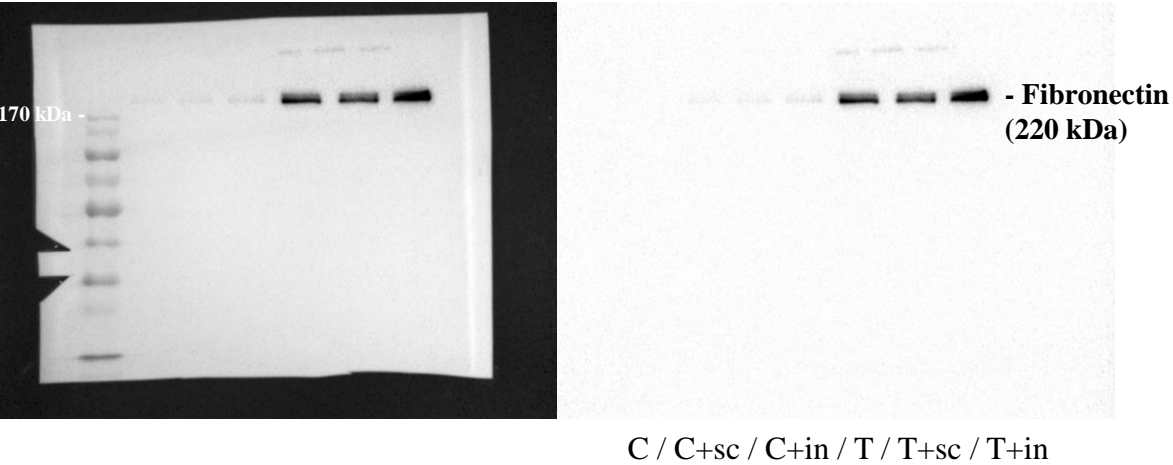

Figure 5C. BEAS-2B\_THBS1 (host : Mouse)

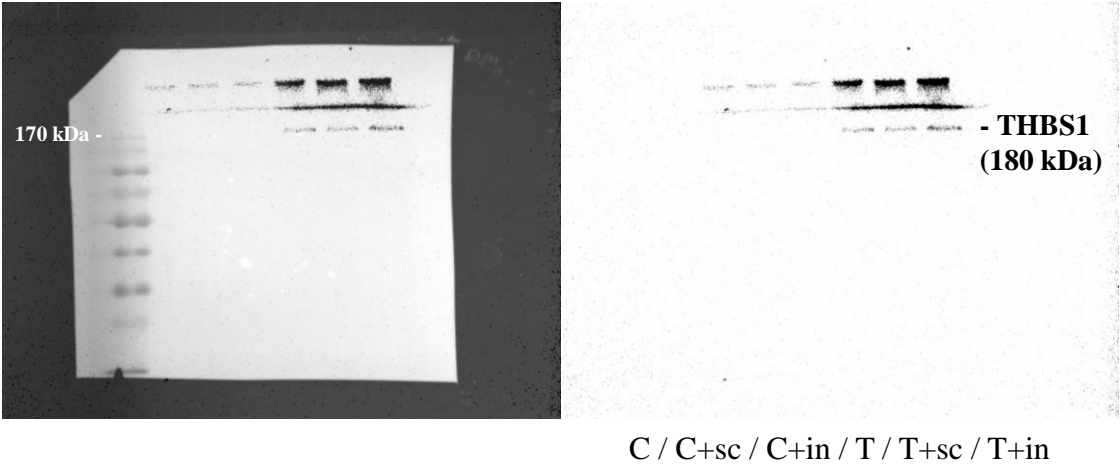

Figure 5C. A549\_  $\beta$ -actin (host : Mouse)

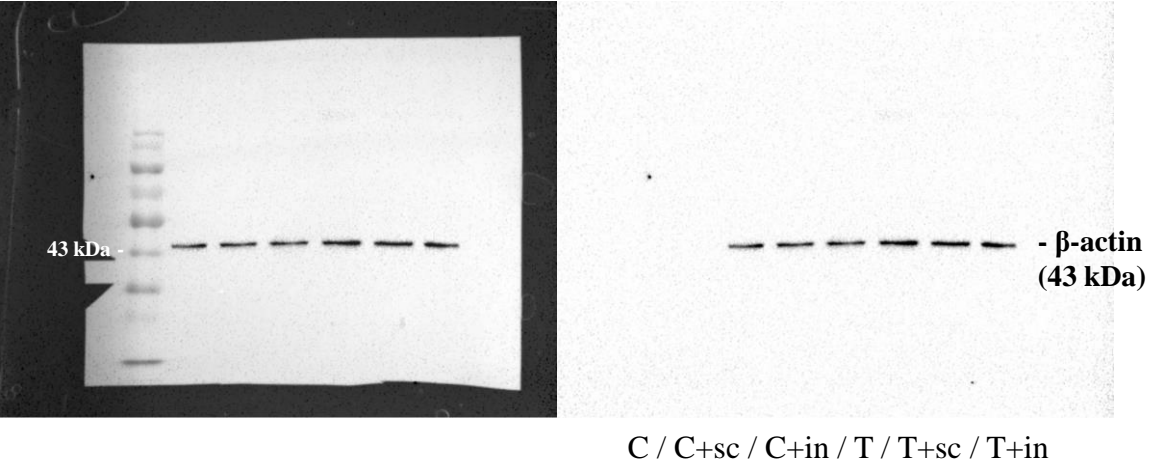

Figure 5C. BEAS-2B\_  $\beta$ -actin (host : Mouse)

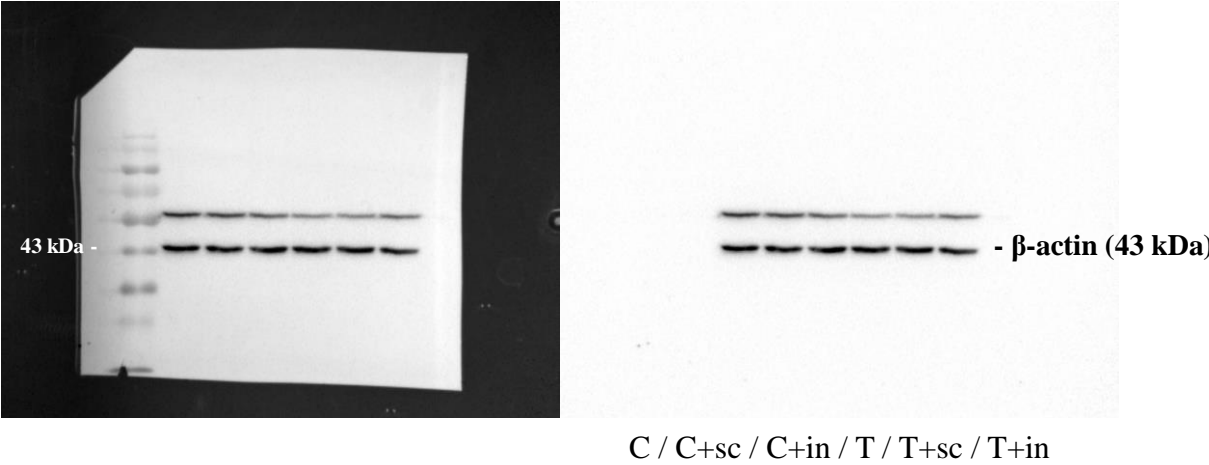

**Figure 5. raw data**

All of our protein quantifications were based on reference genes measured on the same blot.

Figure 5C. BEAS-2B\_Vimentin (host : Mouse)

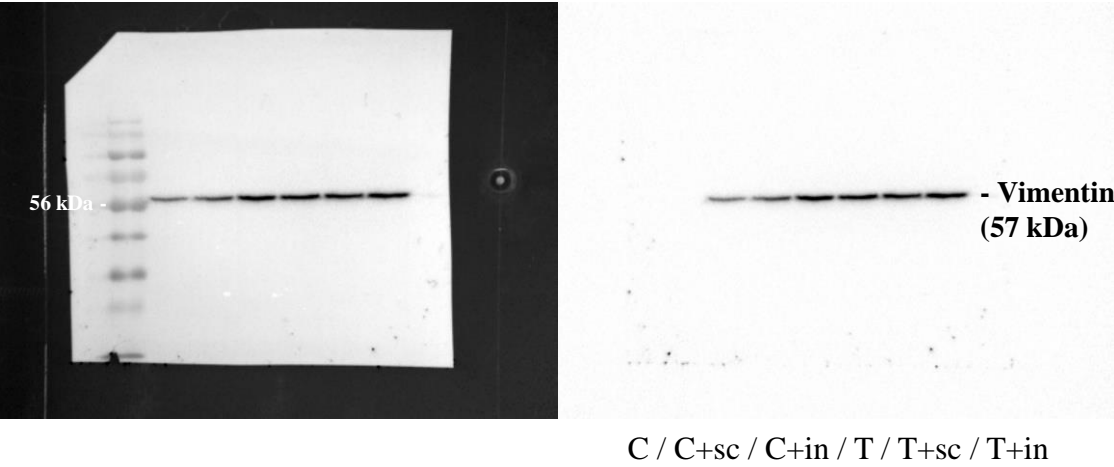

Figure 5C. BEAS-2B \_Fibronectin (host : Mouse)

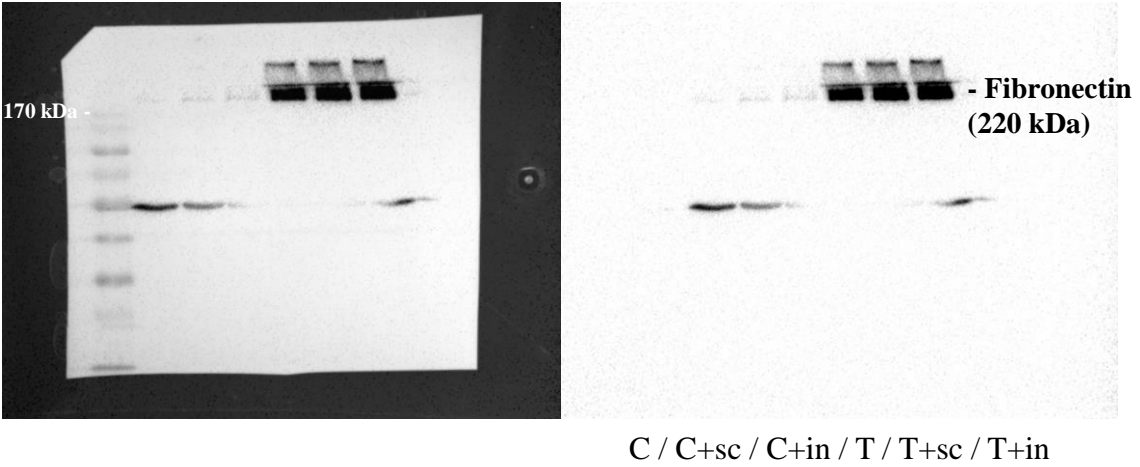

Figure 5C. BEAS-2B \_β-actin (host : Mouse)

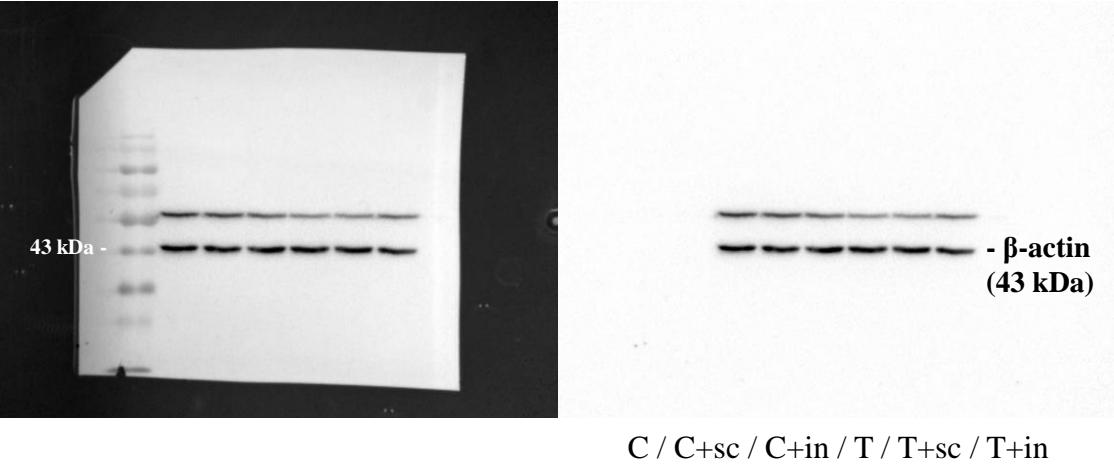

Figure 5C. BEAS-2B \_β-actin (host : Mouse)

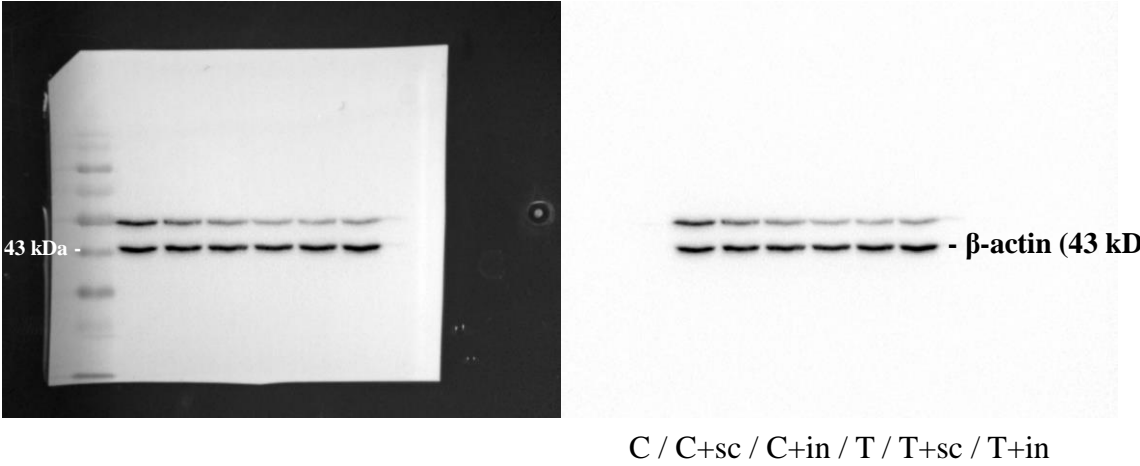

**Supplement:** S1 Raw image

How the deposited data were processed for this re-analysis (not part of the article)

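The transcriptome libraries of A549 and BEAS-2B cells at 0, 1 and 5 ng/mL TGF-β1 after 48 h were used, with 1 library for each of the 6 conditions. Samples were assigned to conditions from their labels, which give the same 6 groups as the legend of Fig 2. The libraries were made from total RNA with a QuantSeq 3′-mRNA kit and were sequenced by the authors' service provider. The paper names ExDEGA (E-Biogen) for their analysis and quantification. The values the authors deposited are read counts per gene symbol, as whole numbers without normalization, for the same 25737 entries in every library. The paper's text does not name the aligner, the genome build or the filters. Total counts were 4144476 (A549, 0 ng/mL), 7841350 (A549, 1 ng/mL), 6101351 (A549, 5 ng/mL), 4252712 (BEAS-2B, 0 ng/mL), 4601813 (BEAS-2B, 1 ng/mL) and 4120624 (BEAS-2B, 5 ng/mL).

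Counts were scaled with the TMM factors of edgeR 4.0.16 in R 4.3.3, computed over the 6 libraries from all entries. The normalized count is the count divided by its effective library size and multiplied by the mean effective size of the 6 libraries. The ND value is log2 of the normalized count plus 1. A gene was taken as a DEG when its FC was at least 2 in either direction and its ND value was at least 7 in at least 1 of the 2 libraries compared. Each treated library was compared with the control of its own cell line. With 1 library per condition, no test between conditions was run and no p-value is given. In place of a test, each comparison was repeated on 100 Poisson draws from the pooled rate of its libraries, which covers counting error only. Ratios of counts carry exact 95% Clopper-Pearson intervals, and a ratio against a count of 0 is given as a bound from the 3 counts that a count of 0 allows. This bound takes the other count as exact and lies above the lower end of the Clopper-Pearson interval. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

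The steps were tested on simulated libraries in which 200 of 25737 genes were changed in each comparison. All 200 were selected in the right direction and 0 unchanged genes were selected in every comparison. The changed genes were well expressed, their changes lay well above the FC limit, and counting error was the only noise. Their recovery was therefore nearly certain beforehand. It checks that the steps run correctly, not how the criteria perform with a GC trend or a spread between cultures. The counting intervals held the true ratio for 95% and 96% of the changed genes at 5 ng/mL and for 93.5% and 96.5% at 1 ng/mL, in A549 and BEAS-2B cells respectively.

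Genes were named by a rule set before the files were opened. It covers the 5 largest rises and the 5 largest falls at 5 ng/mL in each cell line, among DEGs with an FC of at least 2 in the same direction at 1 ng/mL. It also covers the genes of Table 2, S1 Table and Fig 2C, DEGs with opposite directions in the cell lines, the targets of the qRT-PCR and western blot experiments together with TGFB1, and the genes of the lists below. Not every gene under the rule is reported one by one. Genes named outside this rule, namely the ribosomal protein genes and ACTG1, were chosen after their values were seen. The median log2 FC of a list was placed among 10000 random lists of the same size, drawn from genes with a mean ND value of at least 5 and matched in 10 bins of mean expression. The lists were the genes of Table 2, the genes of S1 Table, the qRT-PCR and western blot targets with TGFB1, TGF-β feedback genes, EMT transcription factors, epithelial genes, proliferation genes, thrombospondins, and TGF-β ligands, receptors and latency genes. The reference genes of the paper and the host genes of its candidate miRNAs were too few for this and are given as values. The genes labeled in Fig 2C were only tallied.

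Gene positions and transcript sequences came from the GENCODE annotation of GRCh38, to which 21875 of the 24462 symbols were matched by name. Since the build behind the counts is not stated, these positions describe the genes and not the counted intervals. Transcript GC content was known for 9419 of 9848 expressed genes. Seed matches of miR-335-3p were searched in annotated 3′-UTRs.

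The 17 alternatives fixed at the start were DESeq2 size factors (DESeq2 1.42.0), total counts, upper quartile factors, quantile normalization (limma 3.58.1), TMM within each cell line, a filter on genes with at least 10 counts in at least 1 library, pseudocounts of 0.1 and 5, and libraries thinned to the smallest total. They also comprised an ND value of at least 7 in both libraries or on average, minimums of 6 and 8, no minimum, log2(CPM + 1) as the ND value, and FC limits of 1.5 and 3. A further 13 alternatives were chosen after seeing the data: summing entries per symbol, removing the trend of FC over transcript GC content in 20 bins, CPM plus 1 for the FC, the minimum in any of the 6 libraries, edgeR's log2 CPM with prior counts of 0.25, 0.5, 1 and 2, and log2(CPM + 1) combined with 5 other scalings or filters.

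The GO analysis and the PPI network were not repeated, since they rest on outside databases. The miRNA, qRT-PCR, western blot and transfection experiments were not analysed here.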

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

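The tests of genes with opposite directions in the cell lines, and the setting that removes the trend over GC content, were chosen only after the results were seen. The test against counting error was set earlier.

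The paper counts DEGs at 5 ng/mL TGF-β1 only. At 1 ng/mL, a dose for which it gives no such count, 1649 genes in A549 cells and 988 genes in BEAS-2B cells met the same criteria, which brought them up for a closer look. Counting error alone gave at most 0 DEGs in 100 Poisson draws of each comparison, which argues against it. A difference in depth does not account for most of them, since thinning all libraries to the smallest total gave 1420 and 872, among them 1353 and 850 of the same genes in the same direction. Removing the GC trend gave 1418 and 982, among them 1244 and 939 of the same genes, so part of the genes in A549 cells depend on this trend. Both doses share 1 control library, so a flaw of that library would appear at both doses. Across genes, the correlation of the doses was 0.940 and 0.925, above the 0.605 and 0.495 of unchanged libraries drawn against the same control. This argues against the shared control's counting error as the whole source and leaves open any real difference between the control culture and the treated cultures, such as the serum in the medium or the handling. An effect of the lower dose is the biological explanation that the design offers. It was not tested apart from these, because there is 1 library per dose.

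At 5 ng/mL, 13 genes met the criteria in both cell lines with opposite directions, and each also had opposite signs at 1 ng/mL. The difference between the cell lines was not tested, since each condition has 1 library. As log2 FC in BEAS-2B cells minus log2 FC in A549 cells, the difference was 4.74 for GDF15, 4.70 for SLC6A6, 3.31 for EDARADD, 2.99 for HES1, 2.96 for BDKRB2 and 2.61 for IRF2BP2. These 6 genes rose in BEAS-2B cells and fell in A549 cells. The difference was −5.21 for CDH4, −3.74 for PTGES, −3.32 for ITGB4, −3.24 for SDC4, −2.93 for FSTL1, −2.82 for MVP and −2.39 for GXYLT2. These 7 genes rose in A549 cells and fell in BEAS-2B cells.

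Counting error alone gave at most 0 genes with opposite directions in 100 draws, which argues against it. All 13 kept their directions at 1 ng/mL. Both doses share 1 control library per cell line, so this does not decide whether the change belongs to a single dose or to the control. The other scalings gave between 12 and 15 such genes, and removing the GC trend gave 13. No log2 FC of the 13 genes changed sign under any setting, but 5 of the genes fell below the required FC under some. With the GC trend removed, ITGB4 and MVP had 0.62 and 0.55 in A549 cells, and FSTL1 had −0.94 in BEAS-2B cells. FSTL1 also had −0.95 under upper quartile factors and −0.99 under DESeq2 size factors and under the low-count filter. With total counts, MVP and GXYLT2 had 0.89 and 0.87 in A549 cells, and IRF2BP2 had 0.90 in BEAS-2B cells. IRF2BP2 was also just short of the limit under quantile normalization. The number of genes followed the criteria, with 94 at an FC of at least 1.5 and 4 at an FC of at least 3. It was 4 with the minimum ND value in both libraries, 32 with a minimum of 6, 2 for log2(CPM + 1) and 671 without a minimum. Open explanations are a difference between single cultures, reads shared with related genes, which was not tested for these genes, and a different response of the cell lines. All of them stay open with 1 library per condition.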

How the results depend on the processing

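The alternatives that combine log2(CPM + 1) with another choice, edgeR's log2 CPM, the minimum in any of the 6 libraries, the sum over entries of a symbol, the FC from CPM plus 1 and the removed GC trend were chosen after seeing the data. The other 17 were set before the data were examined. No paired analysis across the cell lines was run, and within a cell line each condition has 1 library. Values are given in the order A549 at 5 ng/mL, BEAS-2B at 5 ng/mL, A549 at 1 ng/mL, BEAS-2B at 1 ng/mL, DEGs of both cell lines at 5 ng/mL, and those of them with the same direction.

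The scaling, the pseudocount, the low-count filter and thinning left all of these DEG counts within 1.5 times the values given at the claims. The counts followed the limits on ND value and FC. An ND value of at least 7 in both libraries gave 1099, 575, 747, 448, 218 and 214 genes. A mean of at least 7 gave 400 shared DEGs and 391 with the same direction. With log2(CPM + 1) as the ND value, the counts were 736, 339, 441, 259, 152 and 150, since the minimum then asks for between 517 and 949 raw counts. Without a minimum, they were 7449, 5749, 6020, 5349, 2994 and 2323. A minimum of 6 gave 1499 genes in BEAS-2B cells at 1 ng/mL and 924 shared DEGs. A minimum of 8 gave 1556, 797, 1012, 604, 373 and 364. An FC of at least 1.5 gave 3991, 2789, 3205, 2310, 1573 and 1479, and an FC of at least 3 gave 1090, 497, 674, 368, 221 and 217. These limits change how many genes can pass by their own construction.

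Among the alternatives added later, log2(CPM + 1) with TMM within each cell line gave 737, 343, 433, 262, 152 and 150. With TMM within each pair of libraries, it gave 736, 350, 440, 257, 156 and 153. With entries summed per symbol, it gave 737, 338, 440, 258, 152 and 150, and with the first entry per symbol 735, 338, 439, 259, 152 and 150. With the genes kept by edgeR's filterByExpr, it gave 739, 342, 428, 254, 159 and 157. For edgeR's log2 CPM, prior counts of 0.25 and 0.5 each gave 738, 341, 444, 259, 153 and 151. A prior count of 1 gave 741, 341, 444, 259, 153 and 151, and a prior count of 2 gave 739, 339, 445, 260, 152 and 150. An ND value of at least 7 in any of the 6 libraries gave 1083 shared DEGs and 997 with the same direction.

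The split between directions depended on the scaling. With total counts, the median log2 FC of the genes that reached the minimum shifted by −0.20 and −0.13 at 5 ng/mL and by −0.17 and −0.13 at 1 ng/mL, in A549 and BEAS-2B cells. The share of upregulated DEGs at 1 ng/mL then fell from 46.5% to 32.2% in A549 cells and from 38.3% to 27.3% in BEAS-2B cells. The cause was not tested. Which direction held more DEGs at 5 ng/mL in A549 cells changed among the scalings, with 1225 up and 1187 down under upper quartile factors. In BEAS-2B cells at this dose, downregulated DEGs were more numerous under every setting.

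The log2 FC of THBS1 at 5 ng/mL in BEAS-2B cells, 1.49, was 1.36 under total counts, outside its counting interval, and the cause was not tested. Its other values and its ratio between the doses stayed within their counting intervals under every setting fixed at the start. For the other named genes, 97 fold changes were recomputed under 12 settings each. Of these 1164 values, 1049 stayed within the counting interval and 115 moved outside it. The settings that moved most were total counts with 33, the removed GC trend with 26 and quantile normalization with 21. The direction was reversed for 0 genes past the criteria. All 8 genes of Table 2 met the criteria in both cell lines under every setting except an ND value of at least 7 in both libraries (4 genes) or on average (7 genes) and an FC of at least 3 (6 genes).

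The depth limits the ratios of genes with few control counts. The 9 control counts of MMP2 in A549 cells leave a wide interval, and FTX, SNAI2 and THBS2 in A549 cells lie near the floor. Ratios against 0 counts are bounds only.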

Differences from the paper's values

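The alternatives that combine log2(CPM + 1) with another choice, edgeR's log2 CPM and the FC from CPM plus 1 were chosen after seeing the values. Alternatives called fixed here were set before the data were examined.

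The paper's number of DEGs at 5 ng/mL in A549 cells is 737, against 2366 here. Of the 17 fixed alternatives, 3 came within 1.5 times the paper's value: log2(CPM + 1) as the ND value with 736, an ND value of at least 7 in both libraries with 1099, and an FC of at least 3 with 1090. In BEAS-2B cells, the paper's number is 344, against 1277 here. The fixed alternatives that came within 1.5 times the paper's value were log2(CPM + 1) with 339 and an FC of at least 3 with 497. Alternatives that come this near are said below to close a gap. An FC of at least 3 departs from the paper's own limit of 2, and its counts lay farther off than those of log2(CPM + 1). The paper's number of DEGs shared by both cell lines is 158, against 613 here, and its number with a common direction is 156, against 600 here. For these, the same 3 alternatives as in A549 cells closed the gap, with 152, 218 and 221 shared DEGs and 150, 214 and 217 with a common direction. The other fixed alternatives did not close any of these gaps.

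The settings with log2(CPM + 1) combined with TMM within each cell line or pair, with summed or first entries per symbol or with filterByExpr, and edgeR's log2 CPM with each prior count, all chosen after seeing the values, also came close. They gave 735 to 741 DEGs in A549 cells, 338 to 350 in BEAS-2B cells, 152 to 159 shared and 150 to 157 with a common direction. The value of 737 was reached with TMM within each cell line and with summed entries. No setting gave all of the paper's numbers at once.

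The Venn diagram of Fig 2A shows about 360 genes upregulated in A549 cells only, read by eye, against 918 here, and about 220 downregulated in A549 cells only, against 835 here. In Fig 2A, read by eye, about 75 genes are upregulated in BEAS-2B cells only, against 267 here, and about 110 are downregulated in BEAS-2B cells only, against 397 here. The paper's Fig 2A shows about 89 genes upregulated in both, against 221 here, about 67 downregulated in both, against 379 here, and about 2 with opposite directions, against 13 here, all read by eye. Of the fixed alternatives, log2(CPM + 1) closed all of these gaps, with 362, 222, 73, 114, 83, 67 and 2 genes in this order. An FC of at least 3 closed them for the first, the BEAS-2B downregulated and the jointly upregulated genes, with 345, 161 and 73. An ND value of at least 7 in both libraries closed that of the jointly upregulated genes, with 99. The other fixed alternatives closed none of them. The settings built on CPM that were chosen after seeing the values also closed them, with 2 or 3 genes of opposite directions.

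In Fig 2A, upregulated DEGs outnumber downregulated DEGs in A549 cells and among the DEGs with a common direction. Here, 1146 DEGs were upregulated and 1220 were downregulated in A549 cells, and 221 and 379 in the common direction. With log2(CPM + 1), the order was that of the figure, with 446 up and 290 down in A549 cells and 83 and 67 in common.

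The FC of the genes of Table 2, whose heading of 5 μM was read as 5 ng/mL, stayed within 1.5 times the paper's values. The largest ratio to the paper's value was that of MMP2 in A549 cells, where the control had few counts. The 16 values were 0.986 to 1.35 times the paper's, and with the FC from CPM plus 1, chosen after seeing the values, they were 0.986 to 0.997 times the paper's. With the fixed pseudocount of 5, they were 0.986 to 1.00 times the paper's, and quantile normalization moved them farthest, to between 0.277 and 1.68 times. The paper lists ITGA3 among the DEGs of both cell lines, and here its log2 FC in BEAS-2B cells was 0.99. DESeq2 size factors, upper quartile factors, the low-count filter, an FC of at least 1.5, and log2(CPM + 1) with filterByExpr, the last chosen after seeing the values, all selected it in both cell lines.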

Other observations

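The tests of the host gene MEST, of the seed matches without GC matching and of counting error among the DEGs were set before their results were seen. The tests of depth and GC content, of ribosomal protein genes, of abundant mRNAs, of ACTB and GAPDH, and of seed matches with GC matching were chosen only after the results were seen.

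A549 cells had 1.85 times as many DEGs at 5 ng/mL as BEAS-2B cells. Counting error alone gave at most 0 DEGs in 100 draws, which argues against it as the source. Deeper A549 libraries do not explain the ratio, since it was still 1.85 after thinning to the smallest total. The log2 FC in A549 cells rose with transcript GC content, with a Spearman correlation across genes of 0.309 at 5 ng/mL and 0.348 at 1 ng/mL, against 0.0838 and 0.0762 in BEAS-2B cells. With this trend removed, the ratio was 1.70, which argues against the trend as the whole cause. The trend itself may be technical or may follow the genes that respond, and neither was tested. A difference between single cultures and a stronger response of A549 cells both stay open, as untested.

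The study reports that miR-335-3p falls after TGF-β1. If lower transcription of its host gene MEST were the cause, MEST would fall in both cell lines and more in BEAS-2B cells. The log2 FC of MEST at 5 ng/mL was −1.55 in A549 cells and −1.24 in BEAS-2B cells, and at 1 ng/mL it was −0.31 and −1.56. It fell in both, and the difference of BEAS-2B minus A549 at 5 ng/mL was 0.32 with a counting interval of −0.21 to 0.85, so the predicted order was not seen at this dose, although the interval does not exclude it. At 1 ng/mL, the values were in the predicted order. S2 Table heads its fold changes with 5 μM, which was read here as 5 ng/mL. From these, the log2 FC of the miRNA is −0.57 in A549 cells and −2.76 in BEAS-2B cells, a difference of −2.19. A fall of MEST in proportion to the miRNA was therefore not seen at 5 ng/mL. With 1 library per condition, the counting interval leaves out the spread between cultures. MEST and the miRNA may also be processed apart from each other, and the miRNA libraries were not analysed here. Lower transcription of MEST remains open.

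A general loss of miR-335-3p repression was tested as the source of higher mRNA levels. It would raise the median log2 FC of genes with a seed match in the 3′-UTR. Of 8897 genes, 3210 had at least 1 match. Their median at 5 ng/mL was −0.11 in A549 cells, against a median of 0.15 for random lists matched on expression and 3′-UTR length, and lay at percentile 0. In BEAS-2B cells, it lay at percentile 0.14. With the GC content of the 3′-UTR also matched in coarse bins, the percentile was 0 in A549 cells and 58.5 in BEAS-2B cells. In A549 cells, the predicted rise was not seen. The GC matching moved the random median from 0.15 to −0.04, so most of the gap followed GC content. The remaining gap of −0.07 may come from the coarse matching and could hide a small rise. The test therefore argues only against a rise of seed-matched genes large enough to outweigh this remainder. In BEAS-2B cells, the median of −0.03 lay within the GC-matched random range of −0.06 to −0.01. The test therefore does not decide the question for BEAS-2B cells. The test says nothing about THBS1 alone, whose rise may have a source of its own.

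The mRNAs of 76 ribosomal protein genes moved apart at 5 ng/mL. The SD of their log2 FC was 0.86 in A549 cells and 0.52 in BEAS-2B cells. RPL4 was lowest in both, at −1.97 and −1.37, and RPL36A was highest in A549 cells (1.46). In A549 cells, 11 of them met the criteria as upregulated and 12 as downregulated, against 0 and 3 in BEAS-2B cells. At 1 ng/mL, 9 were upregulated and 0 downregulated in A549 cells, against 2 and 0 in BEAS-2B cells. The lowest gene at 1 ng/mL was RPL23A in A549 cells and RPS29 in BEAS-2B cells. The cell lines moved alike, with a Pearson correlation across these genes of 0.828 at 5 ng/mL and 0.558 at 1 ng/mL. In 1000 random sets of genes of like expression, the correlation had a median of 0.709, and the ribosomal value lay at percentile 95.3, so most of the likeness is shared by genes at large. The SD of random sets in A549 cells had a median of 1.01, above the ribosomal value. Counting error gave an SD of at most 0.0579 in A549 cells and 0.0680 in BEAS-2B cells and is excluded. With GC content held fixed, the correlation was 0.818, which argues against a GC trend as the whole cause. With reads on named pseudogenes added, the SD in A549 cells was 0.850. Only 19 of the 76 genes have such a pseudogene in the libraries, so reads on pseudogenes stay open for the others. Among the 19, the SD went from 0.72 to 0.71 with those reads added. A difference in library preparation between control and treated libraries could also give a correlation of 0.828. It cannot be told apart from an effect of TGF-β1, because each treated library was compared with the only control of its cell line.

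In A549 cells, the direction of abundant mRNAs depended on the library that defined abundance. Of 828 genes with an ND value of at least 10 in the control, 177 were downregulated at 5 ng/mL and 98 were upregulated. Of 980 genes with such a value at 5 ng/mL, 42 were downregulated and 303 were upregulated. With the mean of both libraries at 10 or above, 75 were downregulated and 183 were upregulated. An excess of falls among abundant mRNAs is therefore explained by taking abundance from the control alone, and no general fall of abundant mRNAs is left to explain.

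ACTB and GAPDH are the reference genes of the paper. ACTB had a log2 FC of 1.39 in A549 cells and 0.73 in BEAS-2B cells at 5 ng/mL. Its lowest value over the scalings was 0.56, in BEAS-2B cells under quantile normalization, so scaling alone does not account for the rise. Together with its paralog ACTG1, the log2 FC was −0.16 in A549 cells and −0.64 in BEAS-2B cells, since ACTG1 alone fell by 0.74 and by 1.10. The sum does not decide between reads shared by the paralogs and opposite changes of the genes. An exchange of reads alone would leave the sum unchanged, whereas it was lower in both cell lines. GAPDH had a log2 FC of 0.38 and 0.75. Over all settings at 5 ng/mL, GAPDH ranged from −0.46 to 0.41 in A549 cells, with the lowest value under quantile normalization. Its rise in A549 cells may therefore come from the scaling. In BEAS-2B cells, GAPDH ranged from 0.08 to 0.81. It was positive under every setting there, although its size depended on the setting. The qRT-PCR and western blot values that used these references were not analysed here.

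The list of qRT-PCR and western blot targets together with TGFB1, of which 4 of 8 are also genes of S1 Table, had a median log2 FC of 1.73 in A549 cells and 1.40 in BEAS-2B cells at 5 ng/mL, both at percentile 100 of matched random lists. Of these 8 genes, 5 were upregulated past the criteria in each cell line. TGFB1 rose 6.31-fold and 4.81-fold, and VIM rose 1.47-fold and 1.45-fold. ACTA2 had an FC of 1.97 in A549 cells, and in BEAS-2B cells it had 63, 69 and 62 counts at 0, 1 and 5 ng/mL. SMAD3 had a log2 FC of −0.30 and −0.91.

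The TGF-β feedback genes had medians of 1.00 and 1.32 over the 7 genes used, at percentiles 98.98 and 100. SMAD7, PMEPA1 and SKIL rose by log2 FC of 2.07, 2.33 and 1.33 in A549 cells and of 3.08, 4.45 and 1.83 in BEAS-2B cells. BAMBI and TGIF1 fell in A549 cells, with log2 FC of −0.82 and −0.84, and TGIF1 had −0.34 in BEAS-2B cells. At 1 ng/mL, the medians were 0.27 at percentile 72.5 and 1.47 at percentile 100, so A549 cells did not stand out at the lower dose. The EMT transcription factors, with 3 of 6 genes used, had medians of −0.01 and 0.48 at percentiles 56.5 and 85.5, and the sign in A549 cells changed with the scaling. ZEB1 rose 2.07-fold and 1.40-fold. The epithelial genes, with 6 of 16 used, had medians of −1.42 and −0.96 at percentiles 0.01 and 0.35. CDH1 had 640, 30 and 8 counts in A549 cells at 0, 1 and 5 ng/mL, and 2, 0 and 2 counts in BEAS-2B cells. Its mean ND value over both cell lines was below 5, so the medians leave CDH1 out. KRT8 had a log2 FC of −2.12 and −0.91.

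The 16 proliferation genes had medians of 0.35 and −0.25 at percentiles 60.8 and 2.83, and of 0.10 and −0.27 at percentiles 23.0 and 1.32 at 1 ng/mL. The thrombospondins, with 3 of 5 used and THBS1 among them, had medians of 0.81 and 0.68 at percentiles 89.5 and 92.2. At 1 ng/mL, their medians were 2.85 at percentile 99.99 and 0.55 at percentile 90.9, so the median in A549 cells was higher at the lower dose. With 3 genes, both A549 medians are the value of THBS2, which lies near the floor. THBS1 itself had a log2 FC of 2.96 at 1 ng/mL and of 3.95 at 5 ng/mL in A549 cells. THBS2 had 5, 70 and 12 counts in A549 cells at 0, 1 and 5 ng/mL. The TGF-β ligands, receptors and latency genes, with 10 of 15 used, had medians of 1.42 and 0.71 at percentiles 100 and 99.9. Apart from MEST, the host genes of candidate miRNAs listed in the libraries were FTX and NSRP1. FTX fell from 20 to 9 counts in A549 cells, and NSRP1, which lies on the strand opposite to its miRNA, had a log2 FC of −0.15 and 0.01. No explanation was tested for the values of these lists.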
